# TMT-based quantitative proteomic analysis of spheroid cells of endometrial cancer possessing cancer stem cell properties

**DOI:** 10.1186/s13287-023-03348-x

**Published:** 2023-05-04

**Authors:** Mingzhu Cao, Zhi Liu, Danming You, Yingying Pan, Qingyan Zhang

**Keywords:** Cancer stem cell, Endometrial cancer, HIF-1 pathway, Quantitative proteomic, Spheroid cell

## Abstract

**Background:**

Cancer stem cells (CSCs) play an important role in endometrial cancer progression and it is potential to isolate CSCs from spheroid cells. Further understanding of spheroid cells at protein level would help find novel CSC markers.

**Methods:**

Spheroid cells from endometrial cancer cell lines, Ishikawa and HEC1A, exhibited increased colony forming, subsphere forming, chemo-drug resistance, migration, invasion ability and tumorigenicity, verifying their cancer stem-like cell properties. The up-regulated CD90, CD117, CD133 and W5C5 expression also indicated stemness of spheroid cells. TMT-based quantitative proteomic analysis was performed to explore the potential alterations between parent cells and cancer stem-like spheroid cells. HK2-siRNA was transfected to Ishikawa and HEC1A cells to explore the roles and molecular mechanism of HK2 in endometrial cancer.

**Results:**

We identified and quantified a total of 5735 proteins and 167 overlapped differentially expressed proteins of two cell types, 43 proteins were up-regulated and 124 were down-regulated in spheroid cells comparing with parent cells. KEGG pathway revealed a significant role of HIF-1 pathway in spheroid cells. qRT-PCR and western blot results of GPRC5A, PFKFB3 and HK2 of HIF-1 pathway confirmed their elevated expressions in spheroid cells which were consistent with proteomic results. HK2 promoted cancer stemness in endometrial cancer.

**Conclusion:**

These findings indicate that spheroid cells from endometrial cancer cell lines possess cancer stem-like cell properties and enrich CSCs. HIF-1 pathway is activated in endometrial cancer stem-like spheroid cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-023-03348-x.

## Introduction

Endometrial cancer (EC), accounting for estimated 12,940 women’s deaths and 66,570 new cases annually in the US, is becoming the most common gynecological tumor in the developed countries [1, 2]. The incidence has increased and death rates rose over the past decade. Although the exact mechanism remains unidentified, an emerging theory focusing on endometrial cancer stem cells (ECSCs) is rather notable [3–5].

Cancer stem cells (CSCs) are a group of tumor cells which share some characteristics with normal stem cells, including self-renewal, multi-potential differentiation and unlimited proliferation. CSCs were first found in acute myeloid leukemia, and then in some solid tumors [6, 7]. They are associated with chemotherapy resistance, endocrine therapy resistance, recurrence, invasion and metastasis of cancers [8–10]. The latest research also suggested that CSCs resided in endometrial carcinoma tissue, with the ability of colony forming and tumorigenicity [11].

Current ways to isolate CSCs mainly include fluorescence activated cells sorting (FACS) and magnetic activated cells sorting (MACS) based on surface markers expression, and side population (SP) cell sorting methods [12]. However, the specific markers of stem cells for endometrial cancer have not been verified, which makes the common separation methods difficult to conduct. Thus, reliable marker(s) of ECSCs are urgent to be identified in order to understand the cancer stem cells features.

Suspension cultivation is another method widely used to isolate CSCs. Cancer stem cells tend to proliferate and form into spheres that carrying the CSCs markers [13]. Precisely, spherical colonies have been considered to provide biological function and molecular characteristics of CSC in various solid tumors such as breast cancer, gastric cancer, prostate cancer, colorectal cancer and gliomas [14–16]. However, only a few studies reported the stem-like features of spheroids in endometrial cancer cells [17, 18]. These researches showed that some CSC-related markers such as CD133, CD44, ALDH1A1 and NANOG were upregulated and tumorigenicity was enhanced in spheroid cells of endometrial cancer. However, the comprehensive or detailed features of endometrial cancer spheroid cells have not been characterized.

Therefore, we hypothesized that spheroid cells from endometrial cancer carry certain markers and possess cancer stem-like cells features. In this study, we identified the stem-related markers and illustrated the features for further understanding of endometrial cancer spheroid cells. Subsequent proteomics analysis may also contribute to the identification of novel CSC markers and therapeutic approaches. TMT-based quantitative proteomic was first used to explore the potential markers or molecular mechanisms of CSCs in endometrial cancer spheroid cells and HIF-1 pathway was identified to be activated in spheroid cells enriching CSCs.

## Materials and methods

### Cell culture

The human endometrial cancer cell line Ishikawa was purchased from Procell Life Science Co. Ltd. (Wuhan, Hubei, China). HEC1A was preserved by our lab. Cells were grown in Dulbecco’s modified Eagle’s medium (DMEM; Gibco; Thermo Fisher Scientific, USA) containing 10% fetal bovine serum (FBS; Gibco, Thermo Fisher Scientific, USA) with 100 U/ml penicillin/streptomycin. The cells were maintained at 37 °C in a 5% CO_2_ incubator.

### Spheroid formation assay

The Ishikawa and HEC1A cells were seeded at a density of 3000 cells in 6-well ultralow-adherent dishes (Corning, USA) containing complete medium, and then cultured at 37 °C under 5% CO_2_ for 5 days. Formation of spheroids were observed and counted using an inverted microscope (Nikon, Japan). Spheroid cells were selected, isolated individually with pipette and real-time observation under the microscope, and they were grouped as spheroid cells. In contrast, the original cell lines were grouped as parent cells. The parent cells and spheroid cells were treated with trypsin to become single cell and seeded at a density of 3000 cells in 6-well ultralow-adherent dishes containing serum-free medium for subsphere-forming assay.

### RNA isolation and quantitative RT-PCR (qRT-PCR)

Total RNAs were extracted separately from the spheroid cells and parent cells using RNAiso Plus (Takara Biomedical Technology, Beijing, China) [19]. Then RNAs were reversely transcribed into cDNA using PrimeScript® RT reagent Kit (Takara Biomedical Technology, Beijing, China). The qRT-PCR assays were performed in Quant Studio 5 (Applied Biosystems, USA) using SYBR® Premix Ex TaqTM II Kit (Takara Biomedical Technology, Beijing, China). 

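The HK2 primers of Table 1 match the coding sequence of HK2, the hexokinase that phosphorylates glucose, on the plus strand of chromosome 2 of GRCh38. The forward primer lies in exon 2 of 18, from 74854384 to 74854403, and the reverse primer in exon 4, from 74872309 to 74872327. The forward primer of PFKFB3, which makes fructose-2,6-bisphosphate, an activator of glycolysis, spans the junction of exons 2 and 3 on chromosome 10, and the reverse primer lies in exon 3 from 6215256 to 6215277. The sequence listed as the GPRC5A forward primer is the same as that of the HK2 reverse primer, and HK2 is the gene whose transcripts it matches. The GPRC5A reverse primer matches exon 2 of GPRC5A, a G protein coupled receptor gene on chromosome 12, from 12908332 to 12908352. For GAPDH, the reference gene, the sequence listed as forward is antisense to the transcript and lies at 6536984 to 6537007 on chromosome 12. Exact matches were searched on both strands of the annotated transcripts of GENCODE release 29.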

The sequences of qPCR primers of G protein coupled receptor, family C, group 5, member A (GPRC5A), 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase 3 (PFKFB3), and Hexokinase 2 (HK2) were detailed in Table 1. The 2^−ΔΔCt^ method was used to calculate the relative levels of the average of three replications.

**Table 1:** Details of PCR primers

Genes	Forward primer	Reverse primer
GAPDH	AGCCTTCTCCATGGTGGTGAAGAC	CGGAGTCAACGGATTTGGTCG
GPRC5A	CCAGGCATTCGGCAATGTG	CCACCGTTTCTAGGACGATGC
PFKFB3	TTGGCGTCCCCACAAAAGT	AGTTGTAGGAGCTGTACTGCTT
HK2	GAGCCACCACTCACCCTACT	CCAGGCATTCGGCAATGTG

### Flow cytometry

Stem cell markers of the spheroid cells and parent cells were detected by flow cytometry (FACScan, BD Biosciences, USA) [20].The spheroid and parent cells of Ishikawa and HEC1A were treated with trypsin and washed by phosphate buffer saline (PBS) twice. CD29 (anti CD29-PE, TS2/16, eBioscience, USA), CD44 (anti CD44-APC, IM7, eBioscience, USA), CD90 (anti CD90-FITC, eBio5E10, eBioscience, USA), CD105 (anti CD105-APC, SN6, eBioscience, USA), CD117 (anti CD117-PE, 104D2, eBioscience, USA), CD133 (anti CD133-PE, TMP4, eBioscience, USA), W5C5 (anti SUSD2-PE, W5C5, eBioscience, USA), and CD326 (anti CD326-FITC, TS2/16, eBioscience, USA) antibodies were added into the cell suspension respectively. After incubation for 10 min in the dark in 4°C, fluorescence intensity were detected with flow cytometry.

### Colony forming assay

Complete medium containing 1500 single spheroid cells or parent cells was added to 6-well plates and incubated for 10 days. The medium was changed every three days. After discarding the supernatant, the cells were washed for 3 times with PBS, then fixed with 500 μL of methanol for 20 min at room temperature and stained with 0.1% crystal violet (KeyGENE BioTECH, Jiangsu, China) for 20 min. Finally, the colony forming efficacy was counted. This assay was performed in triplicate.

### Chemoresistance assay

Cells were cultured at 2 × 10^3^ cells per well in a 96-well plate for 24 h and then treated with doxorubicin (Dox, Sigma, St. Louis, MO, USA) at different concentrations (0, 2.5, 5, 7.5, 10, 15, 20 ug/ml) for another 24 h, after which 10 μl cell counting kit-8 (CCK-8) reagent (Dojindo, Kumamoto, Japan) was added. Absorbance was detected after incubating for 1.5 h at 450 nm and microplate reader (Tecan, Infnite®M200, Austria) was used. Experiments were performed in 4 replicate wells per sample.

### Wound healing assay and transwell assay

Wound healing assay was used to evaluate the cell migration ability [21].The spheroid and parent cells were seeded in a 12-well plate. A straight line was drawn with the tip of the 10 μl pipette when the density of cells reached 90%. Then cell debris was washed with PBS and the serum-free medium was then added for cell culture. Scrape lines were based on the border of most of the migrating cells and are photographed at different time points (0, 12, 24, 48 h after scrape) using a phase-contrast microscope (Nikon Eclipse Ti-S, Japan). The scratch distance and wound healing rate were calculated using Image J software (National Institutes of Health, Bethesda, MD, USA).

Transwell assay was conducted to detect the migration and invasion ability using transwell chambers (Corning, Shanghai, China) in a 24-well plate [21]. For the invasion assay, the upper chambers were pre-coated with 30 μl matrigel (Corning, Shanghai, China) for 60 min at 37 °C. Spheroid cells and parent cells of Ishikawa and HEC1A were counted and 1 × 10^5^ cells were inoculated in serum-free DMEM medium in a chamber. The lower well was filled with 800 μl DMEM medium containing 20% FBS. After 36 h of culture in a 5% CO_2_ incubator at 37 °C, the upper layer cells were wiped off with a swab. The lower cells of the chamber were fixed with methanol and stained with 0.1% crystal violet (KeyGENE BioTECH, Jiangsu, China). The migration assay was the same as above except that there was no matrigel coated. The results were photographed in five randomized visual fields and the experiments were repeated three times for both assays.

### Xenografted tumor model

The animal experiment was approved by the Animal Center of the Southern Medical University [21] (Additional files 2 and 3). A total of 18 five-week-old BALB/c-nu athymic nude mice were raised in specific-pathogen free (SPF) room(Experimental Animal Center of Southern Medical University, Guangzhou, China) and received a subcutaneous injection in the right flank of cells (5.0 × 10^7^ cells/ 100 μl PBS and 100 μl matrigel). The mice were randomly divided into two groups for inoculation of spheroid and parent cells. Nude mice were injected with spheroid cells and parent cells of Ishikawa (*n* = 3 per group) or HEC1A cells (*n* = 6 per group). Growth curves were plotted using average tumor volume within each experimental group every 3 days. The mice were euthanized on day 21st and 27th using in a CO_2_ container, and the dissected tumors were collected. We declare that our study adheres to the ARRIVE guidelines for the reporting of animal experiments.

### Western blot analysis and antibodies

Western blot was conducted to evaluate the protein expression level. Total proteins were extracted from spheroid cells and parent cells of Ishikawa and HEC1A cells. Radio-immunoprecipitation assay (RIPA) buffer containing 1 mM PMSF (Beyotime, China) was used. Bicinchoninic acid (BCA) protein assay kit (Beyotime, China) was used to detect the protein concentration. The protein sample was mixed with the loading buffer (Beyotime, China) at a volume ratio of 4: 1 and boiled for 10 min to denature it. Then, 30 μg of the mixed sample was separated by 10% sodium dodecyl sulfate -polyacrylamide gel electrophoresis (SDS-PAGE), and then transferred to a polyvinylidene fluoride (PVDF) membrane by a wet transfer machine (Trans-blot SD, BioRad, USA). The membrane was blocked with 5% skim milk for 2 h at room temperature and then incubated with primary antibody at 4 °C overnight. Then the membrane was washed by 1 × Tris Buffered saline Tween (1 × TBST) for 3 times and incubated with corresponding secondary antibody at room temperature for 2 h, followed by washing 3 times with 1 × TBST. Finally, bands were detected using ECL detection Kit and visualized by the SmartChemi610 (Beijing Sage Creation Science, China)[19].

Primary antibodies of western blotting including HK2 (1:1,000, rabbit anti-human, 2A11C3, #66,974–1-Ig; Proteintech Group, INC, USA), GPRC5A (1:1,000, rabbit anti-human, #10,309–1-AP; Proteintech Group, INC, USA), PFKFB3 (1:1,000, rabbit anti-human, #13,763–1-AP; Proteintech Group, INC, USA), and GAPDH (1:5,000, mouse anti-human, conjugated with HRP, 1E6D9, #60,004–1-Ig; Proteintech Group, INC, USA). Secondary antibodies used in the study were goat anti-rabbit IgG conjugated to HRP (1:5000, MultiSciences, China), and goat anti-mouse IgG conjugated to HRP (1:5000, MultiSciences, China).

### Immunohistochemistry (IHC) analysis

Tumors dissected from mice were examined by IHC analysis using a phase-contrast microscope (Nikon Eclipse Ti‑S; Nikon Corp., Japan) [22]. Paraffin-embedded tissues were cut into 5-µm sections for IHC. First, tissues were dehydrated and blocked with 5% goat serum. Then, tissues were incubated with proliferating cell nuclear antigen (PCNA), vascular endothelial growth factor (VEGF), CD133 and hypoxia inducible factor-1α (HIF-1α) (1:200, rabbit anti-human; Proteintech Group, INC, USA) primary antibody at 4˚C overnight. The following step was incubated with corresponding secondary antibody (dilution 1:5,000, Hangzhou MultiSciences Biotech Co., China). Finally, sections were visualized using a diaminobenzidine (DAB) horseradish Peroxidase (HRP) color development kit (Beyotime Institute of Biotechnology, Haimen, China). Image J software was used to determine the staining score by combining the percentage of positive cells and the staining intensity.

### Protein extraction and trypsin digestion

Samples were saved in − 80 °C and were added with 4 times the volume of lysis buffer (8 M urea, 1% protease inhibitor, 1% phosphatase inhibitor), and sonicated[23]. After 12,000 g centrifugation for 10 min at 4 °C, the cellular debris was removed and the supernatant was transferred into a new centrifuge tube. The concentration was detected using the BCA protein assay kit. Protein was added with dithiothreitol (DTT, Sigma, St. Louis, MO, USA) to a final concentration of 5 mM as the reduction at 56 °C for 30 min and iodoacetamide (IAA, Sigma, St. Louis, MO, USA) to a final concentration of 11 mM, and then incubated in the dark at room temperature for 15 min. Finally, the urea (Sigma, St. Louis, MO, USA) concentration of the sample was diluted to less than 2 M. Trypsin (Promega, Madison, WI, USA) was added at the mass ratio of 1:50 (trypsin: protein) at 37 °C for overnight digestion. And then 1: 100 mass ratio for a continuing 4 h digestion.

### Tandem mass tag™ (TMT) labeling and high performance liquid chromatography (HPLC) fractionation

Peptide was digested by trypsin and desalted with Strata X C18 (Phenomenex, California, USA), then vacuum freeze-dried. Triethylamonium bicarbonate (TEAB, 0.5 M, Sigma, St. Louis, MO, USA) was used to dissolve peptide. Dissolved peptides were labeled by the instruction of TMT 6plex kit (Thermo Scientific, Waltham, MA, USA) and the labels of Ishikawa parent cells, Ishikawa spheroid cells, HEC1A parent cells and HEC1A spheroid cells human endometrial cancer cells was 128, 129, 130 and 131. This project has 4 groups, each group contains 3 biological duplicate samples, a total of 12 samples. For each TMT experiment, respective 4 labeled samples were combined and dried in a vacuum centrifuge. In a brief, the labeled reagent was thawed and dissolved in acetonitrile (ACN, Fisher Chemical, Leicestershire, UK) and the peptide mixtures were incubated for two hours. Then the peptide mixtures were pooled, desalted, and vacuum freeze-dried.

Agilent 300 Extend C18 column (5 μm particles, 4.6 mm ID, 250 mm length) was used to fractionate the tryptic peptides by high pH reverse-phase HPLC. The peptides were dissociated into 60 fractions within 60 min at ACN (pH 9.0) of 8% to 32%. Next, the peptides were combined into 9 components and dried using vacuum centrifuging.

### Liquid chromatography-tandem mass spectrometry (LC–MS/MS) analysis

Peptides were dissolved in 0.1% formic acid (FA, solvent A) and separated by EASY-nLC 1000 UPLC system (ReproSil-Pur Basic C18 column size, 1.9 μm,100 μm, 25 cm) [23]. The gradient consisted of increasing solvent B (0.1% FA in 90% ACN) from 6 to 22% over 42 min, 22% to 30% in 12 min, 80% in 3 min then holding at 80% for the last 3 min. The constant flow rate was set at 500 nL/min. The peptide was ionized and analyzed by Orbitrap Fusion Lumos mass spectrometry. The 2.4 kV electrospray voltage was used. For primary MS, m/z scan was 350 to 1,550 with the resolution of 60,000. For secondary MS, the starting scan range was 100 m/z, and the resolution was 15,000. The data acquisition was data dependent scanning (DDA) program. The automatic gain control (AGC) was 5E4 to improve the efficiency of MS. To avoid repeated parent ion scanning, the signal threshold was set to 10,000 ions/s, the maximum injection time was 60 ms and the dynamic exclusion time of tandem mass spectrometry was 30 s.

### Bioinformatic analysis

The secondary mass spectrometry data was retrieved by Maxquant (v1.5.2.8) [24]. Tmt-6plex method was used to quantify and the false discovery rate (FDR) of peptide-spectrum and protein identification was set as 1%. Several bioinformatics tools were used to analyze these data. UniProt-GOA database (http://www.ebi.ac.uk/GOA/) and InterProScan were used to generate Gene Ontology (GO) annotation [25]. InterProScan (http://www.ebi.ac.uk/interpro/) was used to identify proteins domain functions. The Kyoto Encyclopedia of Genes and Genomes (KEGG) database was used to analyze pathways by KEGG Automatic Annotation Server (KAAS) and KEGG mapper. WoLF PSORT was used to predict subcellular location. STRING (v.11.0) protein network interaction database was used to the interaction relationship of differential proteins. Further, cytoscape (v.3.6.0) software was used to visualize the network.

### Small interfering RNA transfection

Small interfering RNA (siRNA) for HK2 (RiboBio, Guangzhou, China) was employed to knock down the expression of HK2 in Ishikawa and HEC1A cells as described previously [22]. 

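The HK2-siRNA sequences of Table 2 match different exons of the HK2 coding sequence on chromosome 2 of GRCh38. HK2-siRNA-1 matches exon 14 from 74886371 to 74886389, and HK2-siRNA-2 matches exon 17 from 74889310 to 74889328. HK2-siRNA-3, CTGGCTAACTTCATGGATA, matches exon 4 from 74872324 to 74872342, and its first bases overlap the site of the HK2 reverse primer. HK2-siRNA-2 and HK2-siRNA-3 also match HK2P1, a processed pseudogene of HK2 on chromosome X, without a mismatch, and HK2-siRNA-3 does so from 80574190 to 80574208. At up to 2 mismatches, HK2-siRNA-3 had no match in the transcripts of any other gene, and HK2-siRNA-1 had a match in HK2P1 and in 8 further genes, among them HK1, the hexokinase that most tissues express. The negative control sequence had no match in any annotated transcript at up to 2 mismatches.

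**Figure D1:**
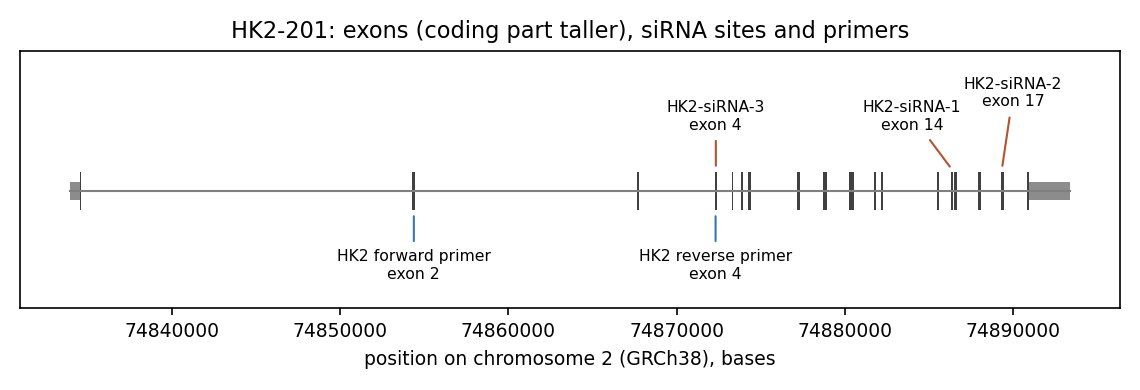
Position of the HK2-siRNA and HK2 primer sites on the exons of HK2, with the position on chromosome 2 of GRCh38 on the x axis. The site of HK2-siRNA-3 and that of the reverse primer overlap in exon 4, and the sites of HK2-siRNA-1 and HK2-siRNA-2 lie in exons 14 and 17.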

The specific siRNA sequences were detailed in Table 2. siRNA was transfected with Lipofectamine 3000 transfection reagent (InvitrogenLife Technologies) according to the manufacturer's instructions. Total RNAs or proteins were isolated 48 h or 72 h after transfection to detect HK2 mRNA and protein expression levels.

**Table 2:** Details of siRNA sequences

Specific siRNA or NC	Sequences
HK2-siRNA-1	CTGTGAAGTTGGCCTCATT
HK2-siRNA-2	ACGACAGCATCATTGTTAA
HK2-siRNA-3	CTGGCTAACTTCATGGATA
NC	UUCUCCGAACGUGUCACGUTT

### RNA-seq analysis

Total RNA extraction in four groups (Ishikawa-NC V.S Ishikawa-HK2-siRNA, HEC1A-NC V.S HEC1A-HK2-siRNA) was used by Trizol for library preparation, and the sequencing platform was Illumina sequencing. Sequencing and analysis of transcriptome of the samples were performed in Sangon Biotech Co., Ltd (Shanghai, China). Use DESeq2 software (1.16.1) to perform differential expression analysis between two comparative combinations (Ishikawa-NC V.S. Ishikawa-HK2-siRNA, HEC1A-NC V.S. HEC1A-HK2-siRNA). Then the overlapping genes of Ishikawa and HEC1A were proceeded KEGG enrichment analysis (Kanehisa and Goto 2000) [26].

### Statistical analysis

Data are expressed as mean ± standard deviation (mean ± SD). The Student’s* t* test was used for comparisons between two groups (SPSS 22.0 software, IL, USA). *P* < 0.05 was considered as statistically significant. Fold change (FC) > 1.5 or FC < 0.667 compared to parent cell group were considered as significantly dysregulated for identified proteins.

## Results

### The ability of colony forming, subsphere-forming and drug resistance of spheroid cells

Spheroid cells showed higher capacity of colony formation than parent cells on the sixth day of culture (Fig. 1A). The subsphere-forming assay suggested that spheroid cells cultivated in serum-free medium were more likely to form secondary spheres than parent cells (*P* < 0.05 in Ishikawa cells, *P* < 0.01 in HEC1A cells) which represented the ability of self-renewal (Fig. 1B). Moreover, the capacity of resistance to Dox in vitro were also assessed. Spheroid cells had higher rates of survival under the treatment of 15 and 20 µg/ml Dox in Ishikawa cells (*P* < 0.05 and *P* < 0.01, respectively) and 10, 15 and 20 µg/ml Dox in HEC1A cells (*P* < 0.05, *P* < 0.01, and* P* < 0.05, respectively) (Fig. 1C and D). All the assays were performed in both Ishikawa cells and HEC1A cells.

**Fig. 1:**
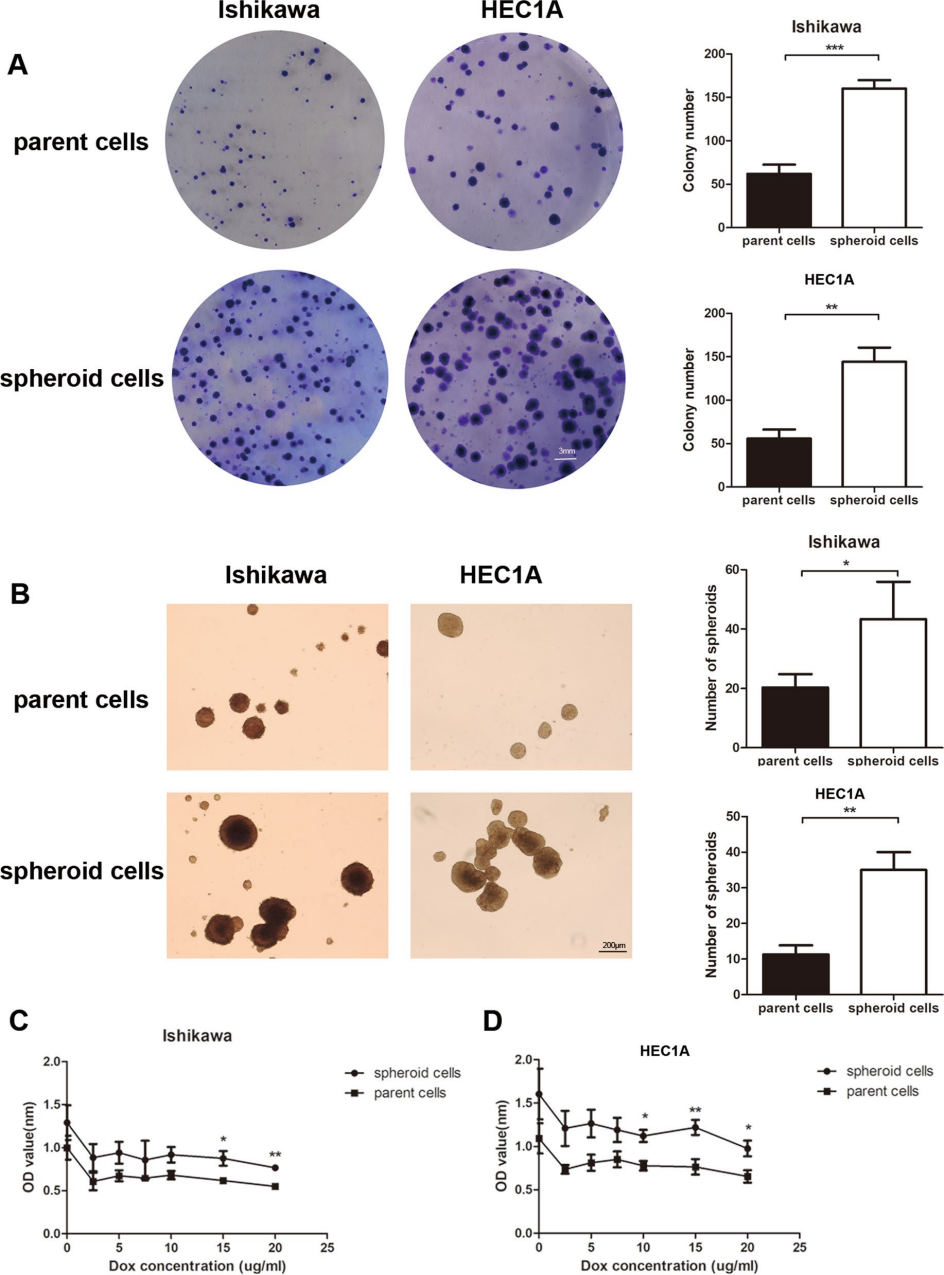
Spheroid cells showed increased ability of colony forming, subsphere forming and drug resistance. **A** Colony forming assay and quantitative efficiency of the parent cells and spheroid cells. **B** Secondary spheroid body formation assay and number of secondary spheroids of the parent cells and spheroid cells. **C** Rates of resistance to dox were assessed using CCK8 assay for Ishikawa. **D** Rates of resistance to dox were assessed using CCK8 assay for HEC1A (* *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001)

### The ability of migration and invasion of spheroid cells

We observed from the wound healing assays that spheroid cells had enhanced migration rate compared with parent cells in Ishikawa and HEC1A cell lines (*P* < 0.01 and *P* < 0.05, respectively) (Fig. 2A and D). Transwell assays exhibited that spheroid cells had increased migration (*P* < 0.01 and *P* < 0.001) (Fig. 2B and E) and invasion ability (*P* < 0.01 and *P* < 0.001) (Fig. 2C and F).

**Fig. 2:**
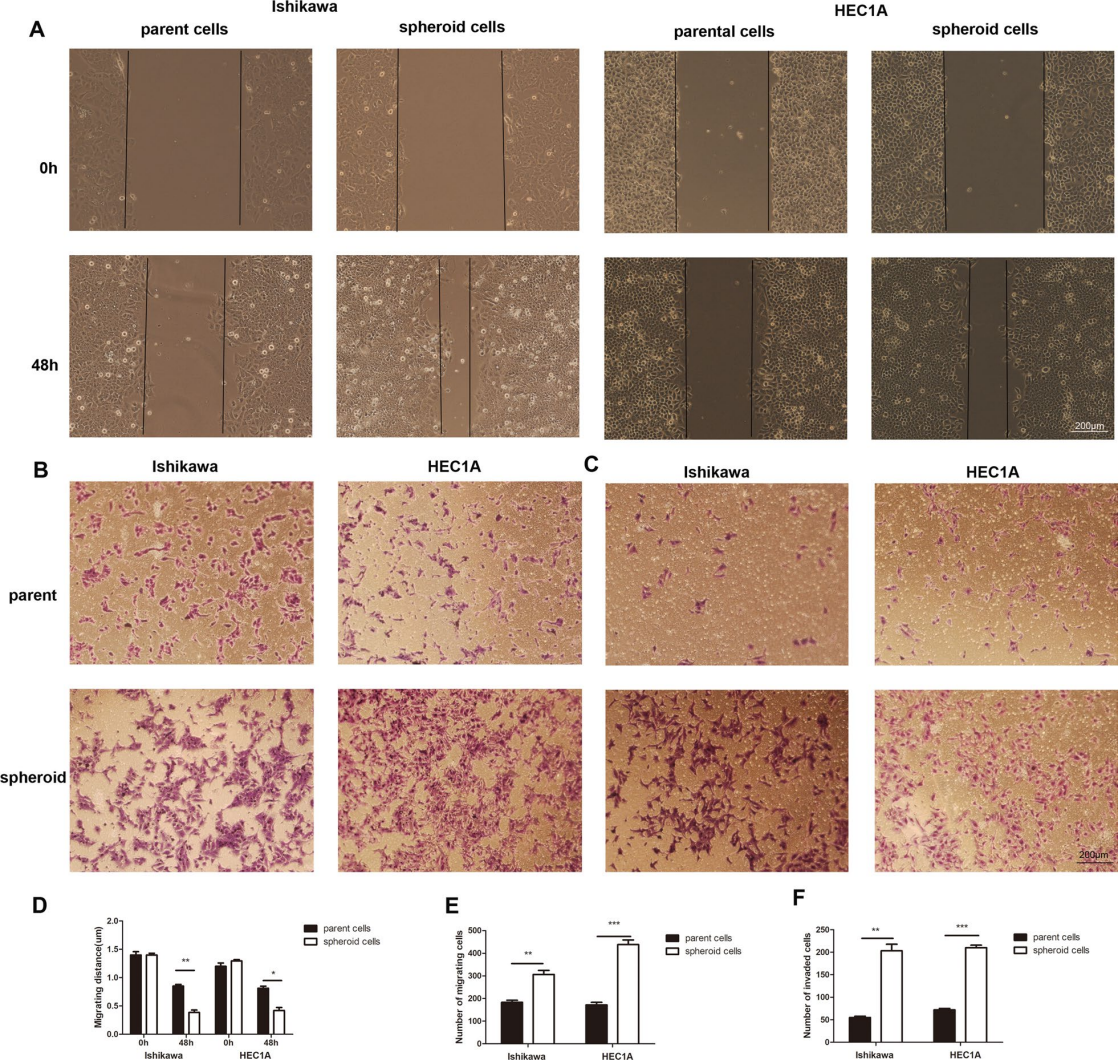
Spheroid cells showed enhanced ability of migration and invasion. **A** Wound healing assay was used to assess the migration ability of parent cells and spheroid cells in Ishikawa and HEC1A at 48 h. **B**, **C** The invasion of parent cell and spheroid cells in Ishikawa and HEC1A. **D**, **E**, and **F** shows data from three independent experiments from **A**, **B**, and **C** respectively. Scale bar, 200 μm. Data are expressed as mean ± SD (* *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001)

### Spheroid cells originated from Ishikawa and HEC1A expressing the stem cell markers

We used flow cytometry to examine that spheroid cells from Ishikawa and HEC1A express the markers of stem cells, including the mesenchymal cell markers CD29, CD44, CD90, CD105, CD117, CD133 and W5C5, and epithelial cell markers CD326 (Fig. 3A). As expected, spheroid cells showed increased expression of CD90, CD117, CD133 and W5C5. The positive rates of the above-mentioned stem cell-related markers are 17.3%, 24.6%, 18.0% and 23.0% higher for spheroid cells of Ishikawa and 34.0%, 24.5%, 28.9% and 30.4% higher for spheroid cells of HEC1A (Fig. 3B) compared with their parent cells, respectively. However, there was no differences for other stem cell markers, including CD29, CD44, CD105 and epithelial cell markers CD326 between spheroid cells and parent cells.

**Fig. 3:**
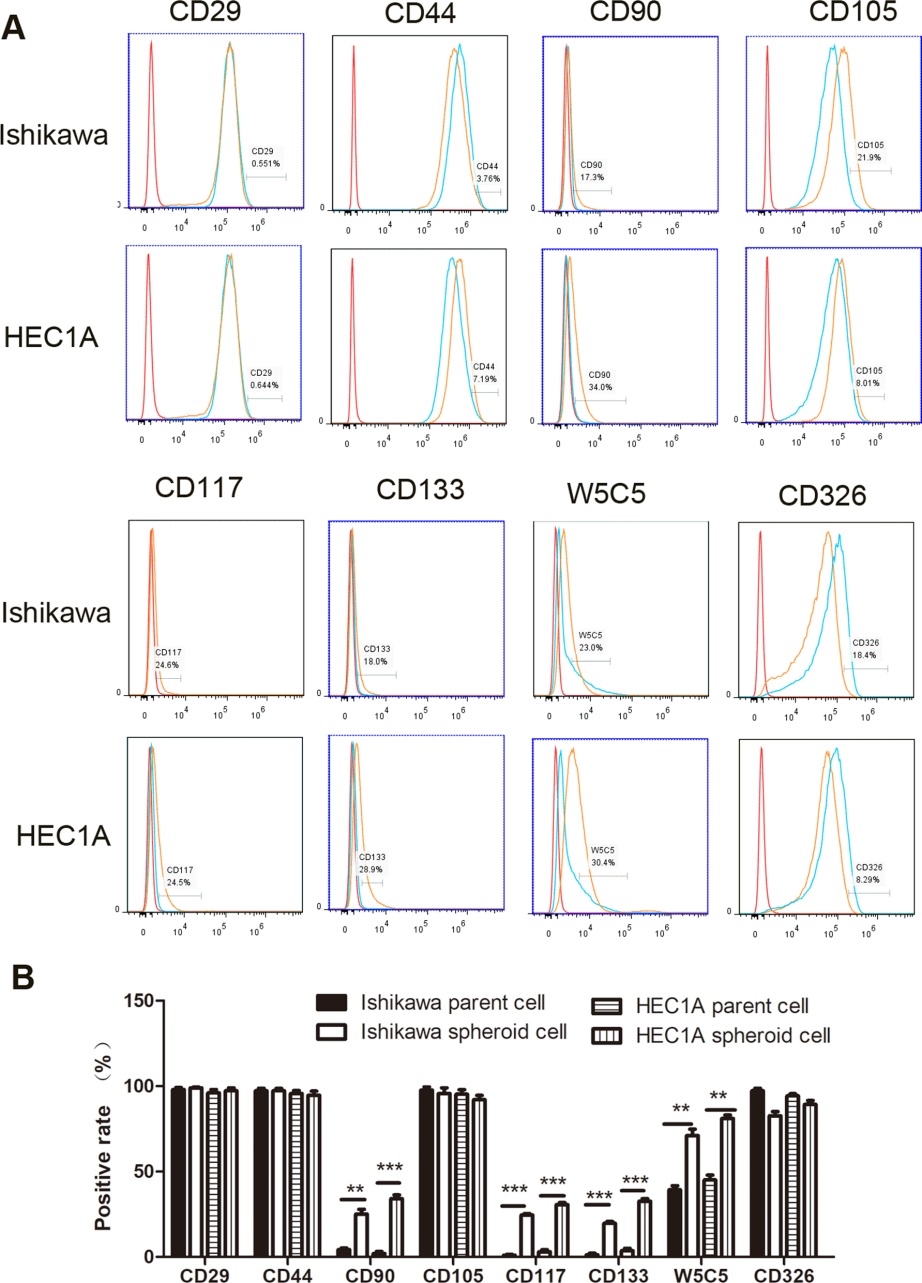
Spheroid cells originated from Ishikawa and HEC1A expressed the stem cell related markers. **A** The expression patterns of a series of stem cell related marker CD29, CD44, CD90, CD105, CD117, CD133, W5C5 and CD326 were analyzed by flow cytometry in human endometrial cancer cell lines Ishikawa and HEC1A and their spheroid cells using serum-free suspension culture method, respectively. Red lines represent control group, blue lines represent parent cell and orange ones represent spheroid. **B** Proportions of cells expression stem cell related markers were quantitatively demonstrated in Ishikawa spheroid cells and HEC1A spheroid cells. Data in bar graphs displayed as mean ± SD (** *P* < 0.01, *** *P* < 0.001)

### Spheroid cells showed higher tumorigenicity in vivo

The typical photos of tumors were showed in Fig. 4A–B. Mice injected with spheroid cells generated tumors in enhanced volume (*P* < 0.01) and weight (*P* < 0.05 in Ishikawa cells, *P* < 0.01 in HEC1A cells) (Fig. 4C–F). Besides, spheroid cells-generated tumors showed the cellular robust activity compared with parent cells tumor as proliferative-related protein PCNA, angiogenesis-related protein VEGF, CSC-related protein CD133 and HIF-1α displayed significantly increased expressions in spheroid cells induced tumors (Fig. 5A–B).

**Fig. 4:**
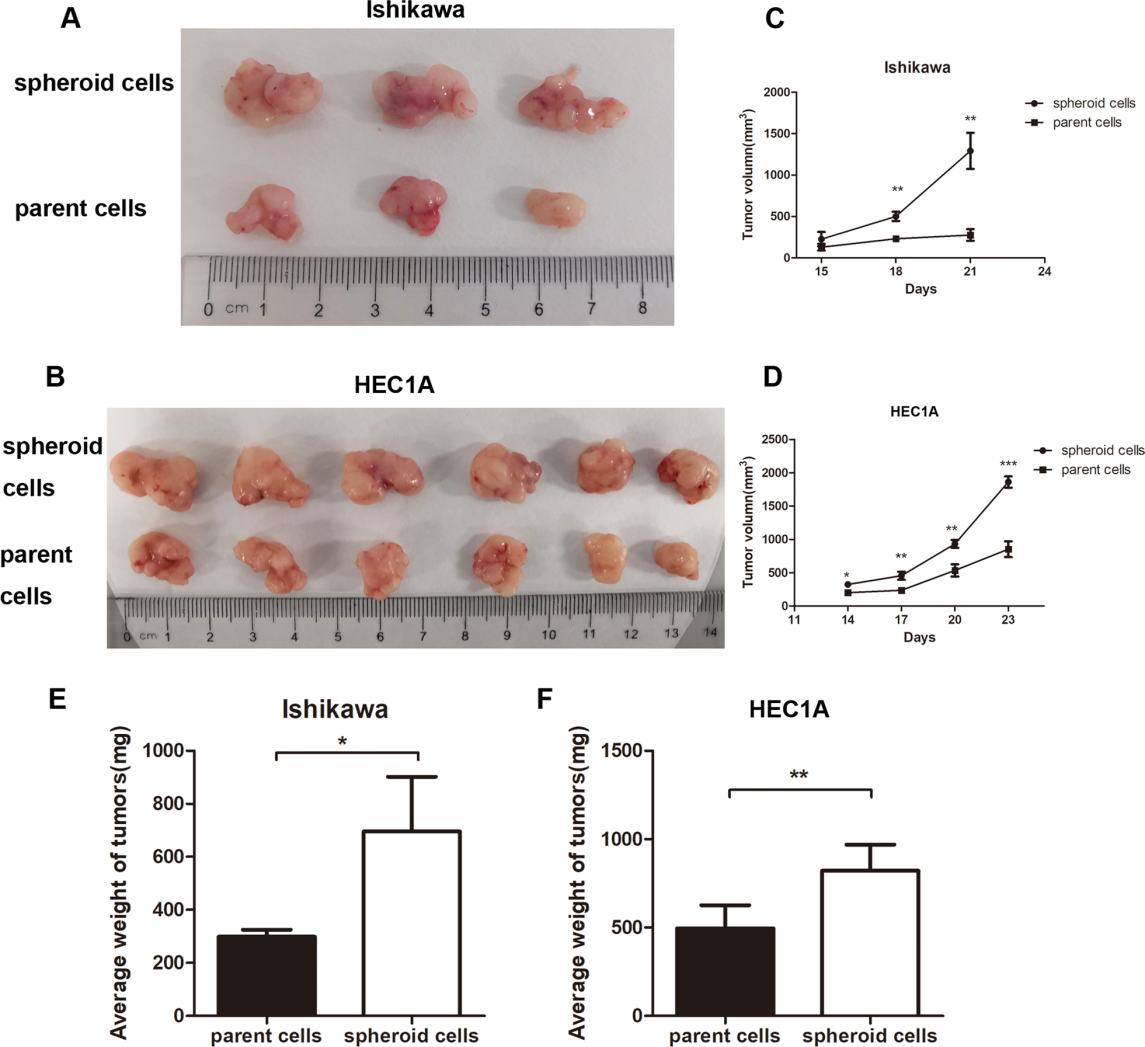
Spheroid cells showed improved tumor forming ability in the in vivo xenograft study. **A**, **B** Xenograft tumor growth of nude mice injected with spheroid cells and parent cells of Ishikawa (*n* = 3 per group, A) or HEC1A cells (*n* = 6 per group, B). The volume **C, D** and weight **E**, **F** of xenografted tumors transfected with Ishikawa parent cells and spheroid cells were measured and analyzed, respectively. Tumor volume was calculated every three days after injection, and the tumor was excised and weighed after 21 days and 23 days. Bar graphs display mean ± SD (* *P* < 0.05 vs. parent cells, ** P < 0.01 vs. parent cells, *** *P* < 0.001 vs. parent cells)

**Fig. 5:**
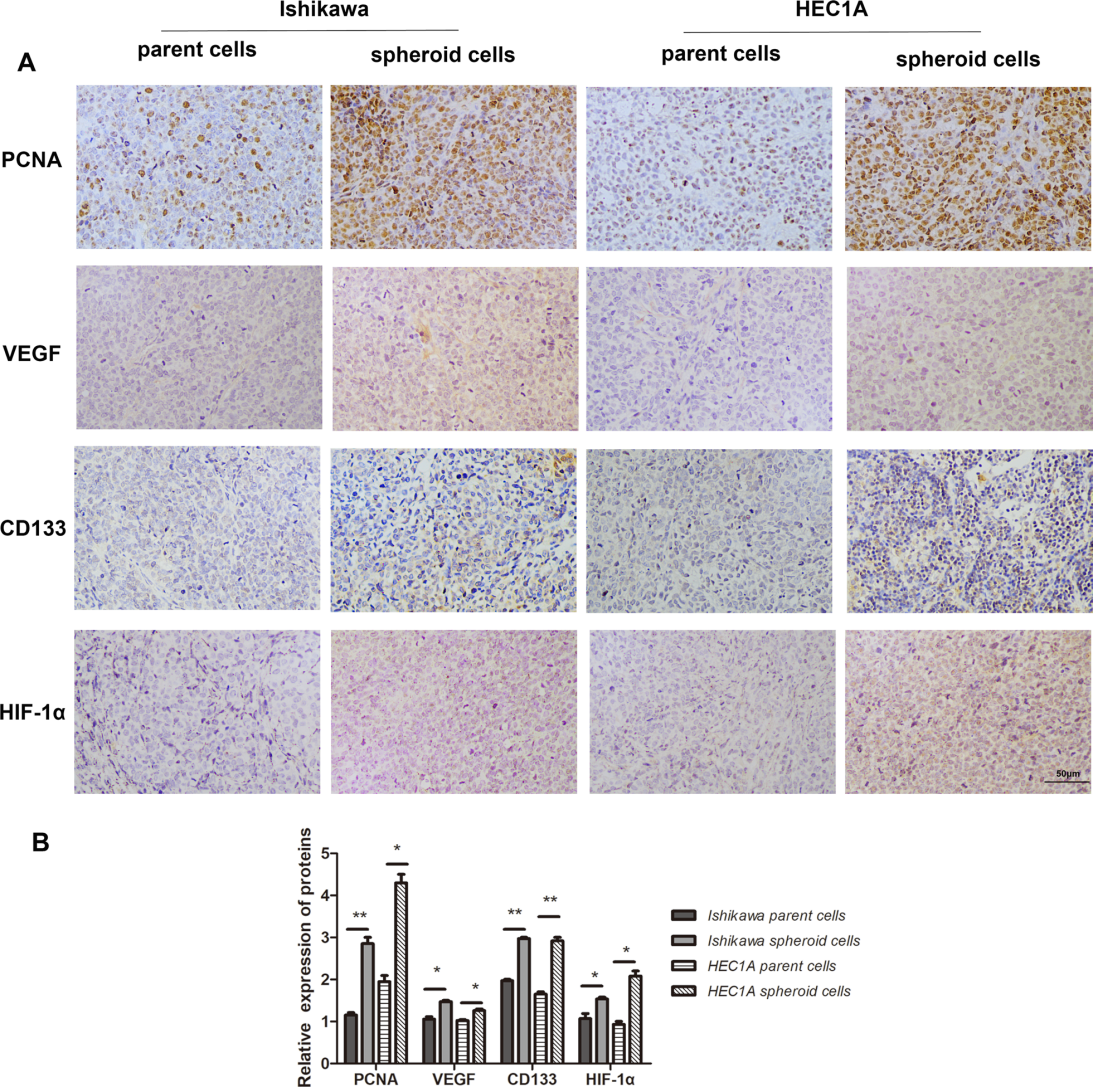
IHC results of xenograft tumors transfected with spheroid cells and parent cells of Ishikawa and HEC1A, respectively. **A** PCNA, VEGF, CD133 and HIF-1α were analyzed by IHC. **B** The positive staining of PCNA, VEGF, CD133 and HIF-1α were calculated by Image J software. Scale bar, 50 μm. Bar graphs display mean ± SD (* *P* < 0.05 vs. parent cells, ** P < 0.01 vs. parent cells)

### Analysis of differentially expressed proteins by TMT-based quantitative proteomics

Proteomics analysis were performed using protein extractions from parent and spheroid cells from endometrial cancer cell lines. A total of 996,345.0 spectrum were obtained by mass spectrometry analysis. The matched spectrum of the mass spectrum was searched for protein theoretical data, and the number of available valid spectra was 264,643.0, and the spectrum utilization rate was 26.6%. A total of 134,930.0 peptides were identified through spectrum analysis, of which the unique peptides reached 130,578. We identified a total of 6658 proteins, of which 5735 were quantifiable (Fig. 6A). The length distribution of the peptides and the relation of protein molecular weight and coverage was showed in Fig. 6C and D. We used > 1.5 or < 0.67 as the cut-off ratio for differentially expressed protein identification and *P* < 0.05 was considered significant. 154 and 186 proteins were up-regulated and 81 and 93 were down-regulated in Ishikawa and HEC1A cells, respectively (showed in Fig. 6B).

**Fig. 6:**
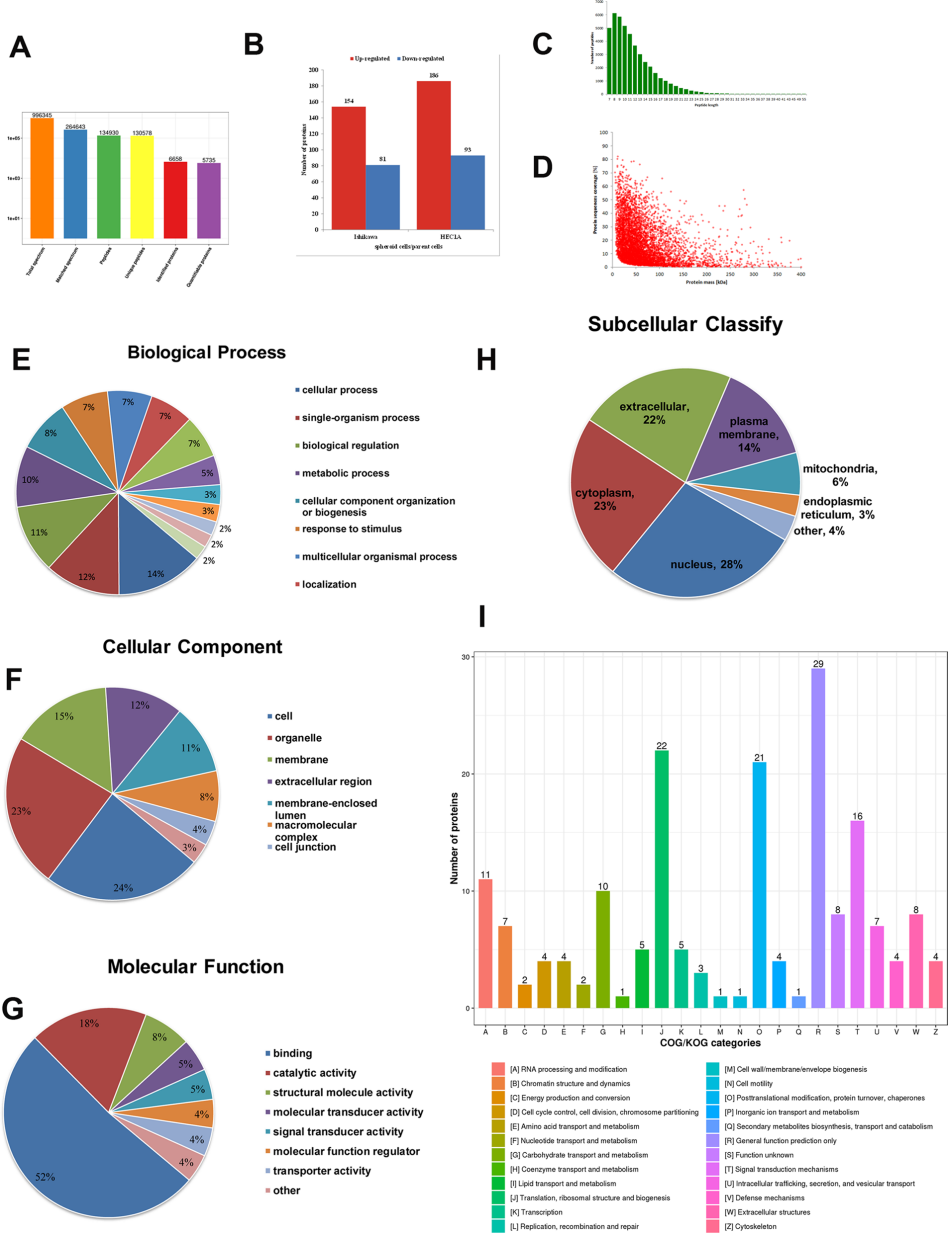
Results of proteomic quality control and Gene Ontology (GO) analysis of differentially expressed proteins in spheroid cells comparing to parent cell in Ishikawa and HEC1A. **A** Basic statistics of mass spectrometry data. **B** Number of differentially expressed proteins between spheroid and parent cells in Ishikawa and HEC1A. **C** Identification of the length distribution of the peptides by mass spectrometry. **D** Identification of the relationship between protein molecular weight and coverage by mass spectrometry. **E** Biological process, **F** cellular component, and **G** molecular function analysis. **H** Subcellular localization and classification of differentially expressed proteins. **I** COG/KOG classification of differentially expressed proteins

### Functional enrichment analysis of spheroid cells comparing to parent cells of endometrial cancer

GO classification (showed in Fig. 6E–I), KEGG pathway and protein domain analysis were performed for differentially expressed proteins in order to discover the significant enrichment trends in specific functional types, and the final results were the consistent part of the Ishikawa and HEC1A groups and were shown in the form of bubble charts. *P* values were calculated by the Fisher's exact test. The vertical axis of the bubble chart contained the functional classification or pathway, and the horizontal axis is the Log2 converted value of the percentage of differential proteins in this functional type divided by the proportion of identified proteins. The result of biological process showed that the differentially expressed proteins are mainly enriched in brown fat cell differentiation (Fig. 7A). The result of cellular component showed that the differentially expressed proteins are associated with extracellular and plasma membrane component (Fig. 7B). The result of molecular function showed that the differentially expressed proteins are mainly enriched in dioxygenase activity (Fig. 7C) [27].

**Fig. 7:**
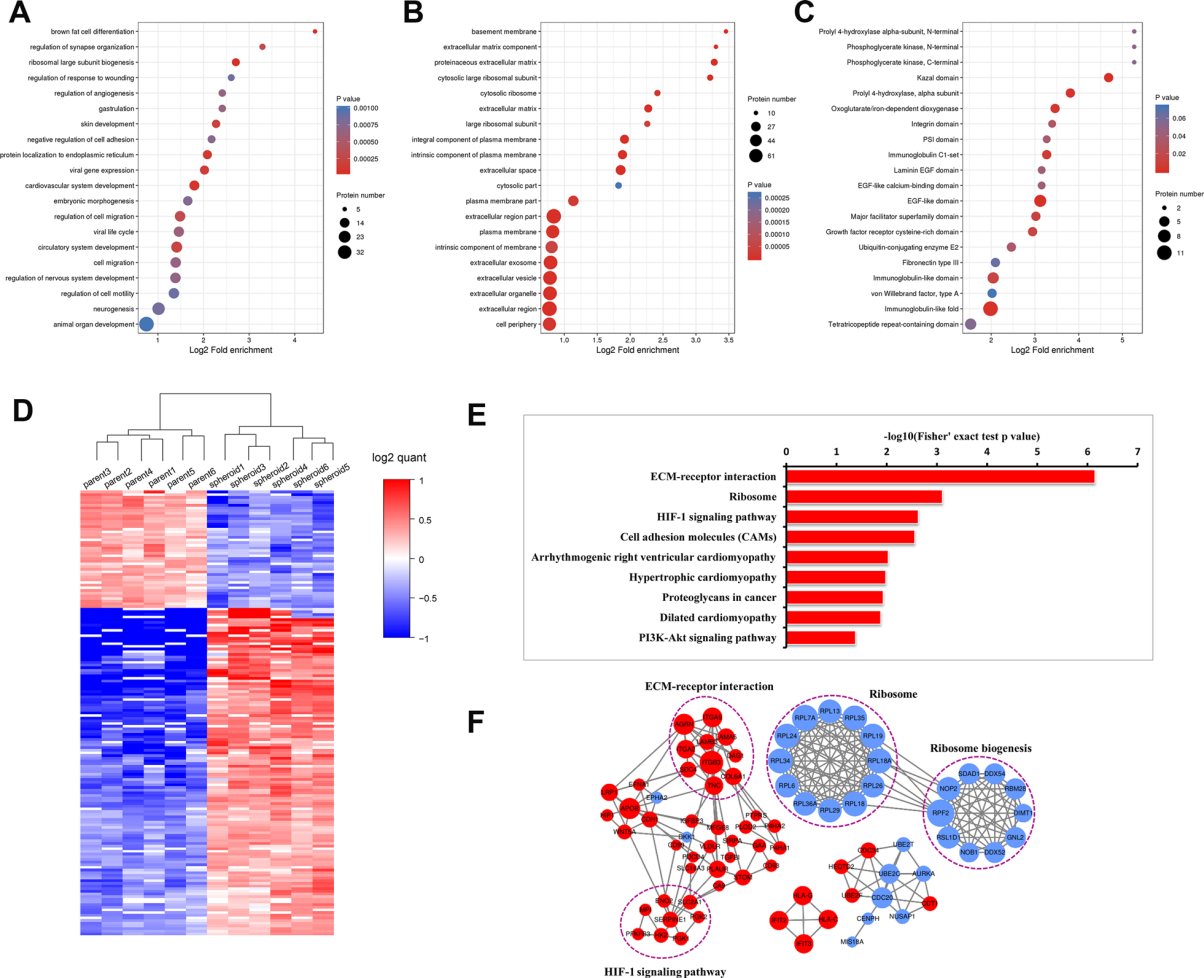
Results of proteomic analysis of differentially expressed proteins. Bubble charts of **A** Biological process; **B** Cellular component; **C** Molecular function. Red represents high expression, while blue represents low expression. Significant enrichment (*P* < 0.05) of differentially expressed proteins was revealed by Fisher's exact test and the top 20 most significantly enriched categories are shown in the bubble chart. The vertical axis of the bubble chart is the functional classification or pathway, and the horizontal axis is the Log2 converted value of the proportion of the differentially expressed protein in the functional type divided by the ratio of the identified proteins. The circle color indicates the enrichment *P* value, and the circle size indicates the number of differentially expressed proteins in the functional classes or pathways. **D** Clustering analysis was performed to display the significant differentially expressed proteins in spheroid cells and parent cells of Ishikawa and HEC1A. Red represents higher expression, while blue represents lower expression (Ishikawa: parent 1–3 and spheroid 1–3, HEC1A: parent 4–6 and spheroid 4–6). **E** KEGG pathway enrichment in spheroid cells and parent cells of Ishikawa and HEC1A. **F** STRING analysis revealed the protein–protein interaction (PPI) network of the 80 dysregulated proteins. Circles represent differentially expressed proteins, and different colors represent differentially expressed proteins (blue is down-regulated protein, red is up-regulated protein). The circle size represents the number of proteins that are different from each other. The larger the circle, the more proteins it interacts with, the more important the protein is in the network

For a total of 167 overlap differentially expressed proteins of the two cell lines, 43 were up-regulated and 124 were down-regulated. Clustering analysis displayed the significant differentially expressed proteins in spheroid cells and parent cells of Ishikawa and HEC1A (Fig. 7D). The results of KEGG analysis showed that the genes of the differentially expressed proteins primarily associated with HIF-1 signaling pathway, ECM-receptor interaction, PI3K-Akt signaling and Glycolysis/ Gluconeogenesis (Fig. 7E) [27].

### Interaction network analysis of spheroid cells comparing to parent cells of endometrial cancer

To clearly demonstrate the interactive relationship between proteins and identify core regulatory genes, we selected the top 50 proteins with the closest interaction relationship and mapped the protein–protein interaction (PPI) network (Fig. 7F). STRING (v.11.0) was used to analyze the interactions of differentially expressed proteins. KEGG pathway enrichment analysis and PPI network suggest that HIF-1 pathway is essential in spheroid cells, and several researches have indicated that HIF-1 signaling pathway is closely connected with CSCs [28, 29].

### Quantitative analysis of selected proteins in spheroid cells comparing to parent cells of endometrial cancer

Among the 6 differentially expressed proteins in HIF-1 signaling pathway, we selected 3 for validation by qRT-PCR and western blot. The results are consistent with the proteomics analysis results. qRT-PCR showed that the expression levels of 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase 3 (PFKFB3), G protein coupled receptor, family C, group 5, member A (GPRC5A), and Hexokinase 2 (HK2) were augmented (Fig. 8A–C). Boosted expression of GPRC5A, PFKFB3 and HK2 at protein levels were verified with western blot (Fig. 8D and Additional file 1).

**Fig. 8:**
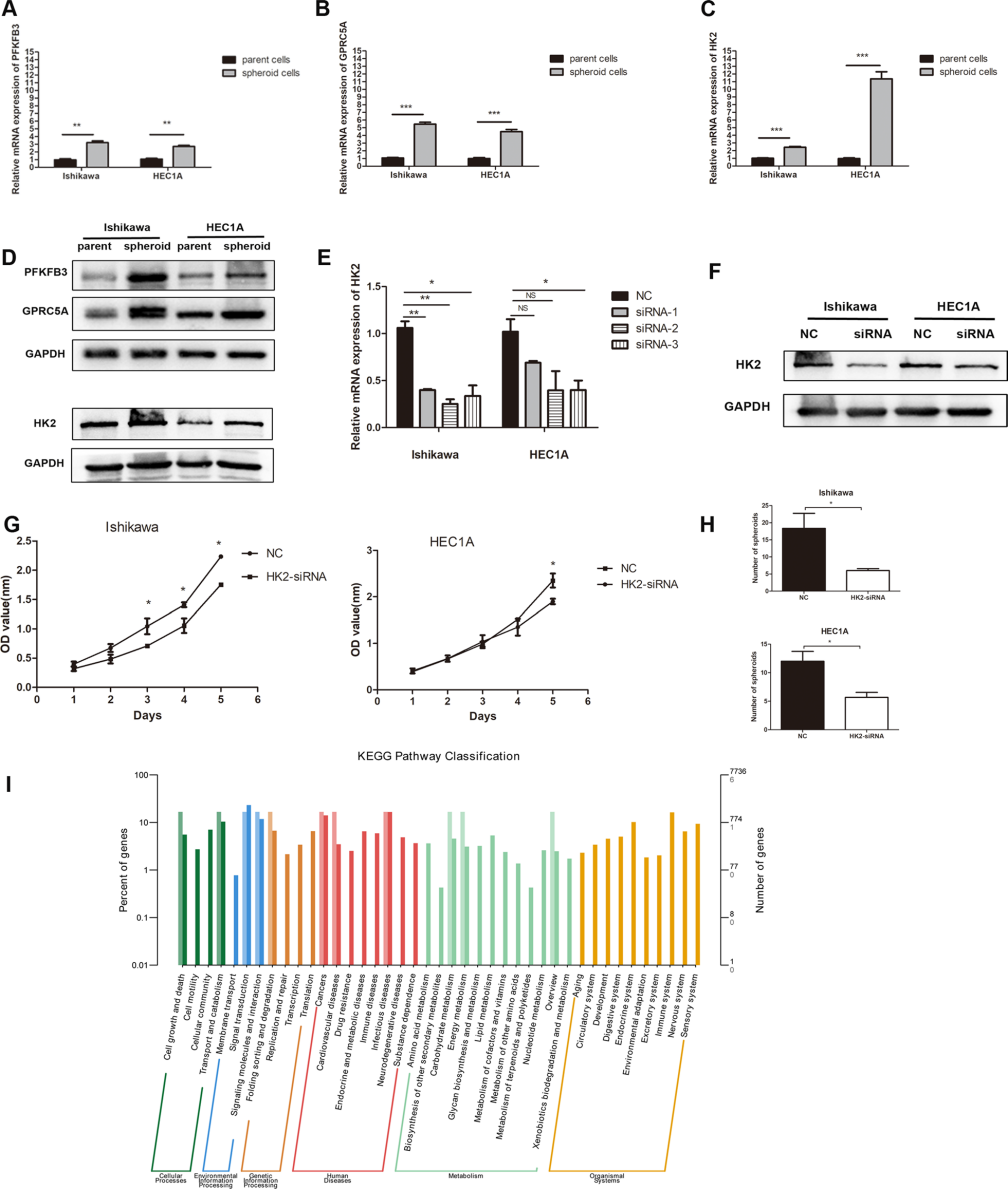
Functional assays of selected targets, PFKFB3, GPRC5A and HK2. **A**–**C** The mRNA levels of PFKFB3, GPRC5A and HK2 were detected by qRT-PCR. **D** The expression levels of PFKFB3, GPRC5A and HK2 were detected by Western blot (Full-length blots are presented in supplementary material). **E** qRT-PCR results for Ishikawa and HEC1A transfected with HK2-siRNA-1, HK2-siRNA-2, HK2-siRNA-3 and NC. **F** Western blot analysis revealed significant downregulation in HK2-siRNA cells in comparison with the controls (Full-length blots are presented in supplementary material 1 and 2). **G** CCK-8 assays for Ishikawa and HEC1A cells transfected with HK2-siRNA or NC. **H** The number of spheroids for Ishikawa and HEC1A transfected with HK2-siRNA or NC in spheroid formation assay. **I** KEGG biochemical classification for HK2-siRNA endometrial cancer cells (*P < 0.05, **P < 0.01, *** *P* < 0.001)

### HK2 knockdown reduced the proliferation of endometrial cancer cells

Endometrial cancer cell lines Ishikawa and HEC1A were transfected with HK2-siRNA (HK2-siRNA-1, HK2-siRNA-2 and HK2-siRNA-3) or negative control. The results of qRT-PCR revealed that the relative mRNA expression levels of HK2 were significantly downregulated in HK2-siRNA-3 transfected cells (Fig. 8E). HK2-siRNA-3 was selected for the following experiments. Western blot was performed to detect the protein levels of HK2, which was consistent results (Fig. 8F  and Additional file 1).

CCK8 assay was performed to explore the effect of HK2 on the proliferation of endometrial cancer cells. The HK2-siRNA cells showed significantly decreased cell viability compared with the HK2-NC group in Ishikawa and HEC1A (Fig. 8G). The spheroid formation assay showed that knock-down HK2 in Ishikawa and HEC1A cells impaired their ability of self-renewal (Fig. 8H). 

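The level of HK2 mRNA in the RNA-seq did not differ between the libraries labelled HK2-siRNA and those labelled NC, the negative control siRNA, by more than the counting error. In Ishikawa, HK2 was at 43.8 CPM, TMM-normalized counts scaled to the library total, in the library labelled HK2-siRNA and 44.9 CPM in the NC library, a ratio of 0.977 with an exact 95% confidence interval of 0.901 to 1.06. In HEC1A, it was at 46.8 CPM and 45.2 CPM, a ratio of 1.04 with an interval of 0.957 to 1.12. Across both lines, the log2 fold change of HK2 was 0.01 (standard error 0.10, adjusted p = 0.999 from edgeR). HK1, the hexokinase of most tissues, had a log2 ratio of 0.49 in Ishikawa and -0.02 in HEC1A. HK3 and HKDC1 had at most 13 counts in any library. HK2 thus goes against the labels, and every direction given for these libraries is that of the labels.
Purified mRNA was sequenced on the Illumina platform 48 h after transfection of Ishikawa and HEC1A, cell lines of endometrial adenocarcinoma. Each of the 4 groups, HK2-siRNA and NC in each line, is 1 library, so there are no replicates within a line. The 4 libraries hold 25397730 to 28919433 counts assigned to genes, and HK2 had 1127 to 1371 of them per library, so the intervals cover counting error alone. The authors gave raw counts, TPM and FPKM per gene on GRCh38, and counts were used here. Genes with at least 1 CPM in at least 2 of the 4 libraries were kept and counts were scaled by TMM. Within a line, log2 ratios of CPM with a prior count of 2 were taken and a ratio of at least 2-fold was used as a rule of size, without a test. Across lines, edgeR's quasi-likelihood test took the lines as the block, with 1 residual degree of freedom per gene and Benjamini-Hochberg adjustment. The rule for named genes and 29 gene lists were fixed before the data were examined.

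**Figure D2:**
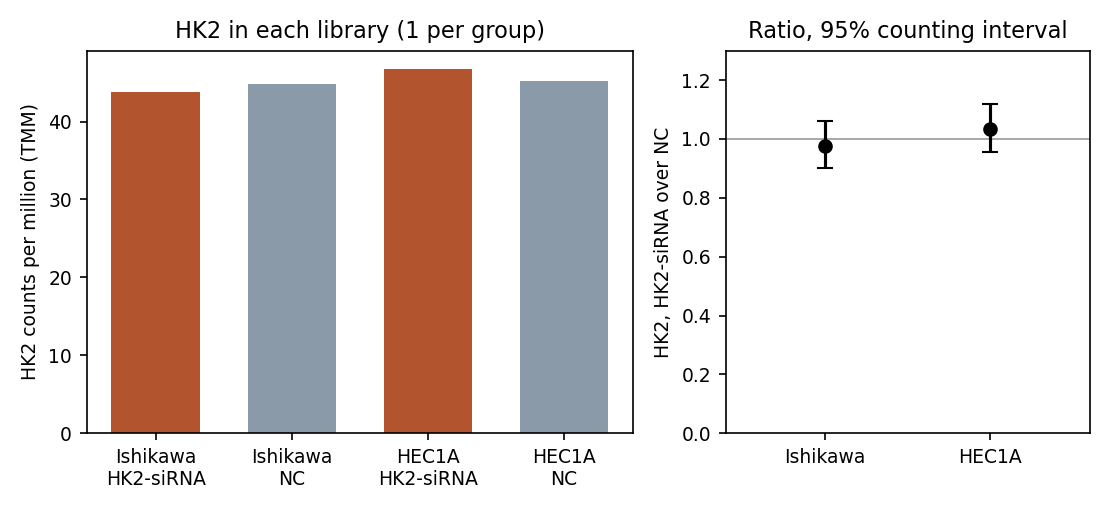
HK2 mRNA in the 4 libraries, in CPM (left), and its ratio of HK2-siRNA to NC in each line with exact 95% intervals (right). The libraries labelled HK2-siRNA and NC lie between 43.8 and 46.8 CPM. The interval of the ratio is 0.901 to 1.06 in Ishikawa and 0.957 to 1.12 in HEC1A.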

RNA-seq was performed to explore the molecular mechanism of how HK2 promote stemness. 

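DAG1, which encodes the extracellular matrix receptor dystroglycan, was higher in the library labelled HK2-siRNA than in the NC library of both lines, with 7811 against 1023 counts in Ishikawa and 8819 against 1191 in HEC1A. CS, which encodes citrate synthase, the enzyme that opens the TCA cycle, was lower in both lines, with log2 ratios of -2.33 and -2.11. RAB8B, a small GTPase of membrane transport, was also lower, with -2.96 in Ishikawa and -2.56 in HEC1A, or -1.01 and -1.95 by log2(TPM + 1). At least 2-fold, 260 genes were higher and 289 lower in Ishikawa, and 246 were higher and 261 lower in HEC1A. Of these, 26 were higher and 41 lower in both lines, where independent lists of these sizes would share 4.20 and 4.96, and 62 went in opposite directions, against 9.13 for independent lists. Since HK2 itself was not lower in the libraries labelled HK2-siRNA, these directions follow the labels.
Among the genes higher in both lines were PAQR4, of the progestin and adipoQ receptor family (1.69 and 1.96), the mitochondrial sulfite oxidase SUOX (2.06 and 1.65) and the microtubule-associated MAP1S (1.93 and 1.46), given as log2 ratios in Ishikawa and HEC1A. C2orf82 (3.02 and 2.06) and DRC3, a part of the dynein regulatory complex of cilia (1.42 and 1.41), were also higher. Among the genes lower in both lines were the zinc finger genes ZNF672 (-2.24 and -2.13) and ZNF473 (-1.69 and -1.56), SCHIP1 (-2.43 and -2.46), the F-box gene FBXO34 (-1.59 and -2.23), SPIN2A (-1.75 and -1.59) and the noncoding RNA gene DGCR5 (-1.80 and -2.82). By log2(TPM + 1), MAP1S (0.57), C2orf82 (0.52) and SCHIP1 (-0.43) were under 2-fold in HEC1A. DRC3 (0.44 and 0.58) and SPIN2A (-0.81 and -0.69) were so in both lines. The added 1 shrinks the ratios of genes with low TPM. CS had -1.80 and -1.35 by TPM, SUOX 1.298 and 1.24, and ZNF672 -1.03 and -1.44.
Large differences were also seen in read-through genes, which span 2 neighbouring genes. BLOC1S5-TXNDC5 had 4405 and 4070 counts in the libraries labelled HK2-siRNA and 0 in both NC libraries, which is at least 1286-fold higher in Ishikawa and at least 1199-fold in HEC1A against a floor of 3 counts per library. TXNDC5, a disulfide isomerase of the endoplasmic reticulum that shares its exons, had 2253 against 5171 counts in Ishikawa and 1043 against 5082 in HEC1A, and was singled out after its values were seen. TXNDC5 thus moved against BLOC1S5-TXNDC5 in both lines, so the fold of the read-through gene does not show that the locus as a whole was higher. By the same floor, TRIM39-RPP21 was at least 51.1-fold and 22.4-fold higher in Ishikawa and HEC1A, and the zinc finger gene ZNF497 at least 18.1-fold and 30.0-fold. BIVM-ERCC5 had 10 against 740 counts in Ishikawa and 3 against 161 in HEC1A, and KBTBD11-OT1 had 0 against 78 and 41 against 188. Opposite directions were seen for SNX22, a sorting nexin, with 187 against 4 counts in Ishikawa and 4 against 207 in HEC1A, and for the read-through genes INO80B-WBP1, ISY1-RAB43 and LY75-CD302, each at 0 counts in 1 library of each line. A count of 0 in a single library also occurred for DKFZP434I0714 in Ishikawa HK2-siRNA, for KIAA1107 and HLA-G in HEC1A HK2-siRNA, and for TMEM189-UBE2V1 in HEC1A NC.
In the edgeR test of 15215 genes across both lines, 0 genes passed an adjusted p of 0.05, and 539 had an unadjusted p under 0.05, fewer than the 760.75 that this threshold gives by chance. DAG1 had a log2 fold change of 2.73 (standard error 0.09, adjusted p = 0.055 from edgeR), CS of -2.22 (standard error 0.10, adjusted p = 0.066 from edgeR) and RAB8B of -2.77 (standard error 0.17, adjusted p = 0.159 from edgeR). DESeq2 called 59 genes, DAG1, CS and RAB8B among them, limma called 1, BLOC1S5-TXNDC5, and edgeR without the block called 0. DESeq2 also called 46 genes for a crossed split, in which HK2-siRNA of Ishikawa went with NC of HEC1A, chosen after seeing the data. A DESeq2 call thus does not by itself show an effect of the treatment. Of the 67 genes apart the same way in both lines, 40 (59.7%) overlap another counted gene on the same strand. The share was 29.1% of all tested genes and 61.3% of the genes in opposite directions. CS overlaps a gene model without a name that was lower too, with 35 against 76 counts in Ishikawa and 42 against 141 in HEC1A. Of the 67 genes, 18 are gene models without a name, and 30 were also at least 2-fold the same way by TPM. Across the tested genes, the log2 ratios of the lines had a Pearson r of 0.01 and a Spearman rho of 0.02, over genes that are not independent replicates.

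**Figure D3:**
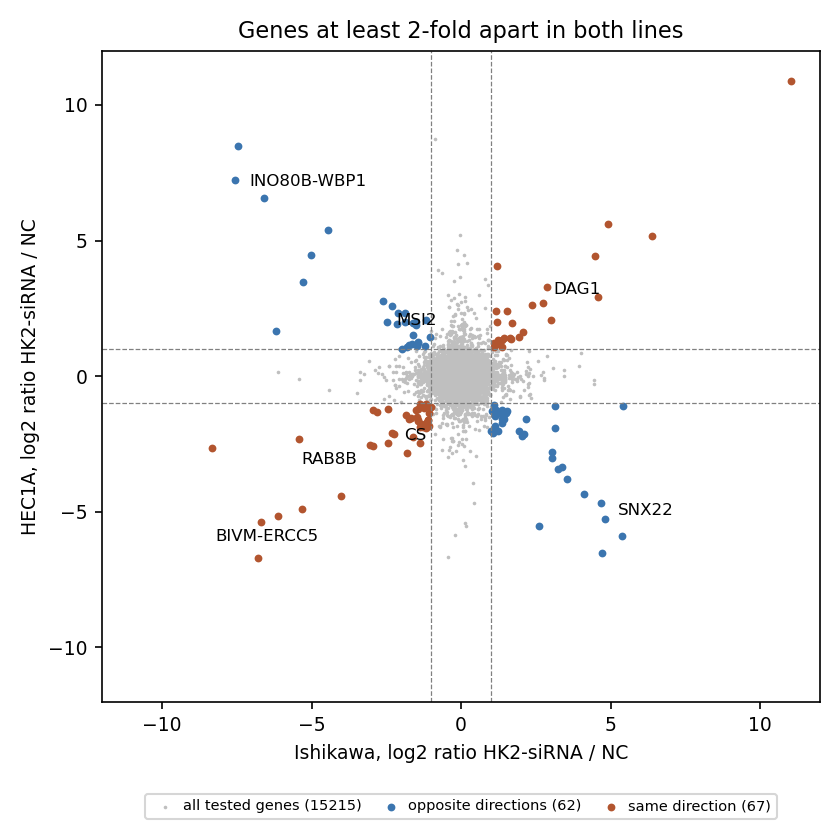
Log2 ratio of the library labelled HK2-siRNA to the NC library for each tested gene, Ishikawa on the x axis and HEC1A on the y axis. Dashed lines mark 2-fold, and 67 genes beyond them go the same way in both lines and 62 go opposite ways.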

There were 54 overlapped and significantly different genes between Ishikawa and HEC1A cells. The pathways had 40 clades under six major KEGG categories, including ‘cellular processes’, ‘environmental information processing’, ‘genetic information processing’, ‘human diseases’, ‘metabolism’, and ‘organismal systems’ (Fig. 8I).

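Metabolism held 3 of the genes that were at least 2-fold apart the same way in both lines: CS, in the TCA cycle pathway, SUOX, in sulfur metabolism, and UGT1A3, a glucuronosyltransferase, with log2 ratios of -1.38 in Ishikawa and -1.86 in HEC1A. None of them is in the glycolysis pathway. UGT1A3 had 29 against 69 counts in Ishikawa and 20 against 69 in HEC1A, and overlaps 11 counted genes on the same strand. Of these, UGT1A4 had 1132 against 489 counts in Ishikawa and 79 against 288 in HEC1A. The values of UGT1A3 thus do not show that the locus as a whole was lower. The genes of signaling and transport included WNT2B, a Wnt ligand in the pathways regulating pluripotency of stem cells (-2.81 and -1.31), STIM1, the calcium sensor of the endoplasmic reticulum (-1.497 and -1.242), and RAB11A, a GTPase of recycling endosomes (-1.44 and -1.64). IGFBP3, which binds insulin-like growth factors and is listed under p53 signaling, had -1.12 and -1.60, while YWHAH, a 14-3-3 protein listed under cell cycle and PI3K-Akt signaling, had 1.67 and 1.38. The glutamate transporter SLC1A3 (1.37 and 1.08) and the mRNA cap methyltransferase RNMT (1.15 and 1.20) were also higher in the libraries labelled HK2-siRNA, in which HK2 was not lower. The axon guidance gene DPYSL2 (-1.07 and -1.37) and RAB11FIP2, a partner of RAB11A (-1.43 and -1.22), were lower. By log2(TPM + 1), WNT2B, STIM1 and RNMT were under 2-fold in both lines. UGT1A3, RAB11A and DPYSL2 were so in Ishikawa, and SLC1A3 and RAB11FIP2 in HEC1A. The pathways are those the authors' table assigns to each gene, and genes outside the rule for named genes are named because it assigns them a pathway.
It assigns a pathway to 14 of these genes, 5 higher and 9 lower, and to 4436 tested genes. Cellular processes, human diseases and organismal systems each hold 5 of the 14, environmental information processing holds 4 and genetic information processing holds 2, TXNDC5 and RNMT. The share in metabolism was 21.4%, against 27.2% of all tested genes with a pathway (two-sided Fisher's exact test, added after the counts were seen, p = 0.771, adjusted p = 0.942 over the 6 categories). Over these categories, the unadjusted p was 0.374 to 1. At 1.5-fold, 43 genes with a pathway were apart the same way in both lines, and 27.9% of them were in metabolism.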

## Discussion

Our experiments evaluated the ability of colony forming, subsphere forming, drug resistance, migration and invasion between spheroid cells and parent cells from endometrial cancer and found that spheroid cells possess greater capacity in the above assays. The xenografted tumor model also proved higher tumorigenicity of spheroid cells. We examined the expression of several surface markers and verified the high expression of CD133 in spheroid cells, which was consistent with previous reports of ECSCs. Moreover, surface markers for other cancer stem cells were also highly expressed in endometrial spheroid cells. Furthermore, the differential proteomic analysis results shed some light on the potential regulator of ECSCs, including HIF-1 pathway, PFKFB3, GPRC5A and HK2.

The recurrence and metastatic features of endometrial cancer is an intractable clinical problem. However, endometrial cancer often reacts poorly to chemo- and radio-therapy, and one of the responsible reasons is the presence of CSCs [30]. Hubbard et al. has provided one of the first evidences for the existence of ECSCs [11]. They identified a small population of endometrial cancer cells which are clonogenic, and can initiate and differentiate into tumors that are similar to parental tumor cells in the xenotransplantation model. CSCs are involved in drug-resistance, progression, invasiveness and metastasis of tumor [31]. Previous studies in endometrial cancer have provided some preliminary data suggesting that spheroid forming assay was an effective way for isolating the ECSCs [12]. Our study also verified that spheroid cells possess cancer stem cells characteristics, including colony forming, subsphere forming, drug resistance, migration, invasion ability and tumorigenicity. Expression of a series of surface markers were verified in this study. Expression of CD90, CD117, CD133 and W5C5 were enhanced in spheroid cells, whereas CD29, CD44 and CD105 were not uniquely expressed in spheroid cells. CD133 were confirmed to be a putative surface for several cancer stem cells, including endometrial cancer [17]. CD117 has been identified as a CSC marker for ovarian cancer and lung cancer [32, 33]. W5C5 was a potential progenitor cell marker of soft-tissue sarcoma, and also considered as a surface marker of normal endometrial mesenchymal stem cells [34, 35]. CD326 is considered as a cancer stem cell-derived biomarker and has been used in breast cancer [36, 37]. However, CD326 was not uniquely expressed in spheroid cells from endometrial cancer.

Furthermore, we performed TMT-based quantitative proteomic analysis of spheroid cells and parent cells in Ishikawa and HEC1A cells to explore more markers and potential regulator of CSCs. Differential proteomics is one of the subtypes of proteomics focusing on identifying the differences between samples in different states or species at protein level. It is of broad use for screening tumor biomarkers, drug mechanism, detection of disease progression and efficacy observation. KEGG is an information network connecting known molecular interactions, such as metabolic pathways, complexes, and biochemical reactions. KEGG pathway mainly includes: metabolism, genetic information processing, environmental information processing, cellular process, human disease, and drug development. Hopefully, it may eventually help find potential therapeutic targets for endometrial cancer and predict the prognosis.

The proteomic results showed that the expression of proteins in spheroid cells differed significantly from parent cells. KEGG pathway analysis indicated that HIF-1 pathway was notably activated in spheroid cells. Hypoxia plays critical role of tumorigenesis and poor prognosis of many solid tumors, such as glioblastoma, prostate cancer as well as endometrial cancer [38–40]. CSCs tend to reside in low oxygen regions because hypoxic tension contributes to initiate and maintain the stemness, and thus hypoxia provides the microenvironment where tumor cells can survive and thrive [41, 42]. HIF-1α only exists in low oxygen condition and leads to a series of adaptive responses by reducing oxygen utilization and producing relevant stimulators. It is considered to be the strongest inducer of glycolytic enzymes, VEGF and erythropoietin and many CSC-signature genes such as CD44 and CD133, Oct-4, Sox-2, Nanog and Myc [43, 44]. Besides, HIF-1α promotes the EMT and the following enrichment of stem-like side population cells in prostate cancer [40]. Interaction between HIF-1 and Notch pathway in a variety of cancer cell lines, is rather important for stem cell maintenance under hypoxia [43–46]. Additionally, a research revealed that hypoxia stimulated HIF-1α and HIF-2α-dependent expression of AlkB homolog 5, which can demethylate Nanog mRNA and increase breast cancer stem cells [47]. HIF-1α mainly controls acute hypoxia-induced cell invasion, while HIF-2α controls chronic hypoxia-induced sphere formation [38]. The sophisticated function of HIF-1 pathway in endometrial cancer still required further research to confirm.

Validation experiments confirmed the increased expression of HK2, PFKFB3 and GPRC5A in spheroid cells, which was consistent with the proteomics results. HK2 and PFKFB3 are key molecules in HIF-1 pathway. HK2 phosphorylate glucose to produce glucose-6-phosphate, which is the first step in most glucose metabolism pathways. Moreover, the HectH9/HK2 pathway regulates CSC expansion and CSC-associated chemoresistance [48]. HK2 knock down in endometrial cancer cells impaired cell proliferation and self-renewal ability, and the RNA-seq of HK2-siRNA cells indicated that HK2 may promoted cancer stemness by metabolic pathways. 

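The TCA cycle gene CS was lower in the libraries labelled HK2-siRNA than in the NC libraries of both lines, while HK2 itself did not differ, and in HEC1A the 13 genes that mitochondrial DNA encodes were lower, with a median log2 ratio of -0.39. The 23 measured glycolysis genes had a median log2 ratio of 0.09 in Ishikawa and 0.06 in HEC1A, and 47 nuclear-encoded genes of oxidative phosphorylation had 0.09 and 0.08. MKI67, the proliferation marker Ki-67, was lower in the libraries labelled HK2-siRNA, with 7537 against 14827 counts in Ishikawa and 8813 against 15872 in HEC1A. The 7 measured stem cell markers that the paper names had medians of 0.07 in Ishikawa and 0.03 in HEC1A. THY1, KIT and PROM1, whose proteins the paper found raised in spheroid cells, were too low to be tested. The medians therefore do not cover them.
Each list's median was placed among 10000 random lists matched on expression. These take genes as independent, so a percentile does not measure the spread between libraries. Over all genes, 0 genes of any list passed edgeR's test, while DESeq2 called some, CS, DLST and MKI67 among them. For the crossed split of the libraries, DESeq2 called 46 genes as well. The oxidative phosphorylation genes were at percentiles 99.98 and 100 in Ishikawa and HEC1A, with 38 and 29 of the 47 above 0. Among random lists matched on transcript length as well, they were at percentiles 91.7 and 99.93, so their place beyond 99 was lost in Ishikawa. ATP5D, a subunit of ATP synthase, had log2 ratios of 0.48 and 0.24, while ATP5O, another subunit, had -0.42 and -0.26. The mitochondrially encoded genes had a median of -0.10 in Ishikawa, and were at percentiles 3.97 and 0.01 in Ishikawa and HEC1A, or 0.005 and 0 when matched on transcript length as well and 15.8 and 0 on GC content, and MT-ND5, a subunit of complex I, had -0.23 and -0.36. Glycolysis was at percentiles 97.6 and 97.8, with 0.14 and 0.21 for the glucose transporter SLC2A1, 0.08 and -0.19 for GAPDH, and -1.07 and 0.29 for PFKFB3, whose log2 ratios by TPM were -0.35 and -0.08. In the TCA cycle, with 21 genes and medians of 0.06 and 0.00 (percentiles 92.8 and 66.6), CS and DLST, a subunit of the 2-oxoglutarate dehydrogenase complex, passed when adjusted over the list alone. DLST had log2 ratios of -0.62 and -0.64 (adjusted p = 0.501 over all genes from edgeR, and 0.0214 from DESeq2) and by TPM -0.46 and -0.07, and SDHA, of succinate dehydrogenase, had 0.35 and 0.20.
The 3 measured hexokinases were at percentiles 65.0 and 66.9. The 33 hypoxia and HIF-1 targets had medians of 0.06 and 0.12 (percentiles 90.5 and 99.97), with 0.34 and 0.98 for carbonic anhydrase CA9 and 0.19 and 0.10 for VEGFA. Outside that list, HIF1A had -0.17 and -0.03 and EPAS1 -0.17 and 0.99. Of the other lists, the pentose phosphate pathway (9 genes) had medians of 0.03 and -0.02, cholesterol synthesis (23 genes) 0.04 and 0.07, fatty acid synthesis (16 genes) 0.03 and 0.01, and serine, one-carbon and nucleotide synthesis (25 genes) 0.03 and 0.00. Of 58 KEGG metabolic pathways with at least 15 tested genes, oxidative phosphorylation was the only pathway above percentile 99 in both lines when matched on expression alone, and 0 were below percentile 1 in both. Matched on transcript length as well, a comparison chosen after seeing the data, it was at percentiles 57.5 and 98.2. In HEC1A, PAICS, an enzyme of purine synthesis, had a log2 ratio of -1.41, against 0.23 in Ishikawa.
Among the stem cell markers, ITGB1 had log2 ratios of -0.05 and 0.29, CD44 0.07 and 0.03, ENG 0.11 and -0.06, SUSD2 -0.02 and -0.16, and EPCAM 0.14 and -0.02. The pluripotency factor POU5F1 had -0.36 and 0.98 and MYC 0.32 and 1.17, while THY1, KIT, PROM1, SOX2, NANOG and ALDH1A1 were too low to be tested. The 16 further stemness genes had medians of -0.03 and 0.04, with opposite directions for MSI2, an RNA-binding protein of stem cells (-1.46 and 1.27), which was under 2-fold by TPM in both lines (-0.08 and 0.55). In Ishikawa, 54 G2/M genes had a median of -0.14 (percentile 0), with 13 of them above 0, and 44 G1/S genes had -0.09 (percentile 1.3, or 22.0 by TPM). In HEC1A, the medians were -0.03 (percentile 12.8) and -0.04 (percentile 6.53). MKI67 (log2 ratios -1.17 and -1.03, adjusted p = 0.211 over all genes from edgeR) was the 1 G2/M gene that passed when adjusted over the list alone, and PCNA, of DNA replication, had 0.30 and -0.34. From the RNA-seq of the HK2-siRNA cells, the paper proposes that HK2 may promote cancer stemness by metabolic pathways.

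**Figure D4:**
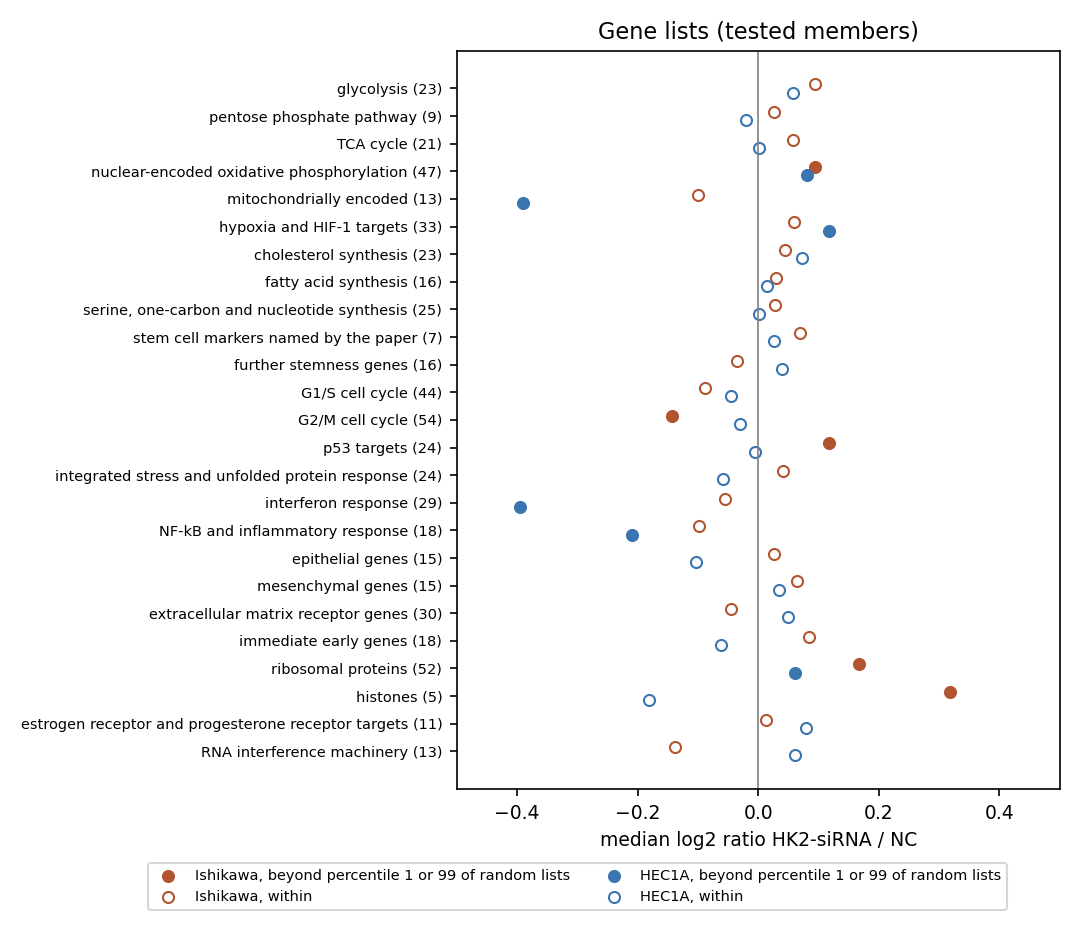
Median log2 ratio of each gene list with at least 5 tested genes, library labelled HK2-siRNA against NC, in Ishikawa and HEC1A. The hexokinases and the immune cell and endothelial markers, with fewer tested genes, are not shown. The medians of the mitochondrially encoded genes and of the interferon response in HEC1A both lie near -0.39, and oxidative phosphorylation lies above 0 in both lines.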

PFKFB3 is an essential regulator of endothelial glycolysis metabolism, promotes angiogenesis, and thus promote metastasis in malignant tumors [49, 50]. PFKFB3 is quite uniquely found in CSCs, which help discriminate CSCs from non-stem cells and induced pluripotent stem cells (iPS) especially under hypoxic conditions [51]. PFKFB3 inhibitor in endothelial cells can improve vascular maturation and perfusion, restrain tumor invasion, intravasation and metastasis, and thus can be considered as a promising therapeutic target [52]. It has been reported that GPRC5A promote the self-renewal and metastasis of bladder CSCs [53, 54]. Mutation of GPRC5A promote cell differentiation and self-renewal pathway and significantly increased the sphere-forming ability of bladder cancer non-stem cells [54]. In lung tumor, GPRC5A deficiency leads to murine double minute 2 overexpression, which is a p53 negative regulator, and promotes tumorigenicity of the tumor cells [55]. However, roles of above-mentioned proteins in endometrial cancer have not been reported and still need further exploration.

## Conclusions

Taken together, we verified that spheroid cells of endometrial cancer possessed stem cell-like characteristics and enriched CSCs. Then we conducted the TMT-based quantitative proteomic analysis of spheroid cells in endometrial cancer and found that HIF-1 pathway was activated and might involve in regulation of CSCs. We subsequently confirmed that HK2, PFKFB3 and GPRC5A were over-expressed in spheroid cells and could be potential ECSCs markers and regulation targets. Methods aiming at reducing CSC-containing spheres may diminish the invasiveness of tumors. In clinical studies, the identification of specific markers of ECSC is also essential for prognosis prediction, clinical classification and drug development. Our study might support that HIF-1 inhibition could be prospective treatment option in the future.

## Supplementary Information

**Additional file 1**. Original uncropped blots of the WB figure in the combined picture.

**Additional file 2**. Ethical approval 1.

**Additional file 3**. Ethical approval 2.

## Data Availability

The mass spectrometry proteomics data have been deposited to the iProX with the dataset identified IPX0003686000; https://www.iprox.cn/page/SSV024.html;url=16788010467287doD; password: hQGP. The gene expression data of RNA-seq data of knock-down HK2 in Ishikawa and HEC1A cells are deposited to the GEO with the dataset identified GSE222599. Other data used during this study are available from the corresponding author on reasonable request.

## Abbreviations

ACN: Acetonitrile
AGC: Automatic gain control
BCA: Bicinchoninic acid
CCK-8: Cell counting kit-8
CSCs: Cancer stem cells
DAB: Diaminobenzidine
DDA: Data dependent acquisition
Dox: Doxorubicin
DTT: Dithiothreitol
EC: Endometrial cancer
EMT: Epithelial-mesenchymal transition
ESCS: Endometrial cancer stem cells
FA: Formic acid
FACS: Fluorescence activated cells sorting
FBS: Fetal bovine serum
FC: Fold change
FDR: False discovery rate
GO: Gene ontology
GPRC5A: G protein coupled receptor: family C: group 5: member A
HIF-1α: Hypoxia inducible factor-1α
HK2: Hexokinase 2
HPLC: High performance liquid chromatography
HRP: Horseradish peroxidase
IHC: Immunohistochemistry
KEGG: The Kyoto Encyclopedia of genes and genomes
LC–MS/MS: Liquid chromatography-tandem mass spectrometry
MACS: Magnetic activated cells sorting
PCNA: Proliferating cell nuclear antigen
PFKFB3: 6-Phosphofructo-2-kinase/fructose-2,6-bisphosphatase 3
PPI: Protein–protein interaction
PVDF: Polyvinylidene fluoride
qRT-PCR: Quantitative RT-PCR
RIPA: Radio-immunoprecipitation assay
SDS-PAGE: Sodium dodecyl sulfate -polyacrylamide gel electrophoresis
SP: Side population
TBST: Tris buffered saline tween
TEAB: Triethylamonium bicarbonate
TMT: Tandem mass tag™
V: Volume
VEGF: Vascular endothelial growth factor

How the deposited data were processed for this re-analysis (not part of the article)

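RNA-seq of 4 libraries was used: Ishikawa and HEC1A cells, each transfected with HK2-siRNA or with the negative control siRNA (NC), with RNA taken 48 h after transfection and 1 library per group. The other measurements of the study, among them the proteomics, qRT-PCR and western blots, are not analysed here. The paper's methods name Illumina sequencing by a service company and DESeq2 1.16.1 for the comparison within each line, and the authors' deposited record gives purified mRNA and GRCh38. The aligner, the counting tool, the annotation release and the threshold of the RNA-seq comparison are not given in the sources used here.

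The authors' deposited table gives raw counts per Ensembl gene for 58174 genes, and each library's counts are whole numbers that add up to its own total. The authors' deposited TPM add up to 999941 to 999953 per library, and were used for correlations between libraries and in alternatives. The authors' deposited FPKM were read but used for no value. Transcript tables, which hold part of the transcripts, were not used. Of the genes, 57836 were found by identifier in GENCODE release 29, 56044 of them with the same start and end, and this release gave exons, transcripts and 3' UTRs. Gene overlaps were taken from the gene positions in the authors' deposited table. For 12 genes whose symbol had been turned into a date, the symbol was taken from the identifier.

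The libraries hold 28812527 counts for Ishikawa HK2-siRNA, 25397730 for Ishikawa NC, 28919433 for HEC1A HK2-siRNA and 26123362 for HEC1A NC. A count was seen for 25979 to 26469 genes per library, the 10 highest genes took 6.36% to 7.74% of counts, and TMM factors were 0.992 to 1.02. Pearson's r of log2(TPM + 1) across genes was 0.985 between the Ishikawa libraries, 0.984 between the HEC1A libraries and 0.963 to 0.966 between lines. Intervals of a ratio are exact conditional binomial intervals at 95%, and a gene at 0 counts in a library was given a lower bound against a floor of 3 counts in that library. Both cover counting error alone.

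Genes with at least 1 CPM in at least 2 of the 4 libraries were kept, 15215 genes. The test across lines was edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) with TMM scaling, the cell line as the block and Benjamini-Hochberg adjustment at 0.05. It leaves 1 residual degree of freedom per gene, with the spread pooled across genes, and the square root of the common dispersion was 0.175. On simulated counts with 200 changed genes, this test called 106 of them and 2 unchanged genes at 2-fold, and 200 and 9 at 4-fold. The simulation gave every gene the same dispersion and the same change in both lines. It therefore cannot show how many changes the test misses in the real libraries, where the spread differs between genes. Within a line, log2 ratios of CPM with a prior count of 2 were taken, with at least 2-fold as a rule of size. The number of genes shared by the lines is given beside the product of the list sizes over the number of tested genes.

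Of 29 gene lists, 28 had at least 3 tested genes. Each is described by the median log2 ratio per line and its percentile among 10000 random lists of the same size drawn from 50 bins of expression. The random lists take genes as independent, and genes of a list can move together. A percentile thus measures the spread between genes and not between libraries. The gene lists cover hexokinases, glycolysis, the pentose phosphate pathway, the TCA cycle, nuclear-encoded oxidative phosphorylation, mitochondrially encoded genes, hypoxia and HIF-1 targets, cholesterol synthesis, fatty acid synthesis, serine, one-carbon and nucleotide synthesis, stem cell markers named by the paper, further stemness genes, G1/S and G2/M cell cycle, p53 targets, integrated stress and unfolded protein response, interferon response, NF-kB and inflammatory response, epithelial and mesenchymal genes, extracellular matrix receptor genes, immediate early genes, ribosomal proteins, histones, estrogen and progesterone receptor targets, RNA interference machinery, and stromal, immune cell and endothelial markers. KEGG pathways are those of the authors' table, and their categories were assigned here from the pathway numbers. The genes named were chosen, and not all are given, from the hexokinases, the genes the paper names, 10 per direction with the largest smaller log2 ratio of both lines, 5 per line and direction with the largest log2 ratio (both with at least 50 counts in the higher library), and up to 4 per list. Genes without a name were counted and not named.

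Sites of the siRNA and primers were searched in the annotated transcripts. Matches to guide positions 2 to 8 of HK2-siRNA-3 were searched in the 3' UTRs of 12493 tested genes, beside shuffled seeds within 20 bins of UTR length. The alternatives were DESeq2 1.42.0, limma 3.58.1 on log2(TPM + 1), library size or DESeq2 size factors in place of TMM, no block, no filter, a filter of 5 CPM, prior counts of 0.5 and 10, 1.5-fold and 4-fold, TPM in place of counts, an interval that excludes 1, each line alone, and a seed of 6 bases. Leaving out overlapping genes, TPM for the gene lists, and DESeq2 on the crossed split of the libraries (HK2-siRNA of one line with NC of the other), were chosen after seeing the data. Log2 ratios by TPM are differences of log2(TPM + 1), and the added 1 shrinks those of genes with low TPM. Tables were read with data.table 1.17.8, and numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 in Python 3.11.15 gave the sites, the seed matches and the figures.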

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

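The tests of overlapping genes, of genes in opposite directions, of the crossed split, of seed matches and of the gene lists by TPM were chosen after the results were seen, and those of transcript length and GC content were set before their outcome was seen. All directions compare the library labelled HK2-siRNA with the NC library of the same line, and HK2 itself was not lower in the former.

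Interferon response genes had a median log2 ratio of -0.39 in HEC1A over 29 genes, 1 of them above 0, and in Ishikawa the median was -0.06. The antiviral genes RSAD2 and IFIT2 had -0.96 and -0.81 in HEC1A and -1.998 and -0.630 in Ishikawa, where RSAD2 had -0.63 by TPM, against -0.59 in HEC1A, while IFITM1 had -1.46 in HEC1A and 0.55 in Ishikawa. Genes of the NF-kB and inflammatory response had a median of -0.21 in HEC1A over 18 genes, 1 of them above 0, and -0.40 for the chemokine CCL20. The 13 mitochondrially encoded genes had a median of -0.39 in HEC1A, where they took 5.59% of counts in the library labelled HK2-siRNA and 7.13% in the NC library. In Ishikawa, the G2/M genes had a median of -0.14, with 13 of 54 above 0, and -1.22 for HJURP, which loads the centromeric histone, and -0.91 for the mitotic kinase AURKA, against 0.56 and 0.29 in HEC1A. In Ishikawa, the 24 p53 targets had a median of 0.12, at percentile 97.6 by TPM, with 17 of them above 0. Among them, the apoptosis gene BBC3 had 0.23 and GDF15 had -0.44. The 5 histone genes had a median of 0.32 in Ishikawa, with 0.32 for HIST1H1C. The 52 ribosomal protein genes had medians of 0.167 in Ishikawa and 0.061 in HEC1A, with 0.28 and 0.57 for RPS28. The 3 measured endothelial markers had a median of 0.66 in Ishikawa, or 0.097 by TPM (percentile 73.7), with 0.87 for CDH5 at 106 and 50 counts. Apart from the interferon median in Ishikawa and those by TPM, these medians stood out because they lay beyond percentile 1 or 99 of random lists, as 12 of 56 list medians did, and because the paper does not report on these genes. The random lists take genes as independent, so being beyond these percentiles does not show a difference beyond the spread between libraries. Differences between the lines were not tested.

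In opposite directions in the lines, 62 genes were at least 2-fold apart, such as SNX22, a sorting nexin, and the read-through gene INO80B-WBP1, beside 67 genes that went the same way. The crossed split of the libraries compares the ratios of the lines, and edgeR called 0 genes for it (smallest adjusted p = 0.171 from edgeR). For the lower genes, seed matches of HK2-siRNA-3 are argued against as the whole cause, since 19.4% of the 31 searched hold a match (exact 95% interval 7.45% to 37.5%). From UTR length, 13.8% would be expected, and of the higher genes searched 20% hold a match, against 11.3% expected. This holds only if HK2-siRNA-3 was the siRNA used for the libraries. For the 40 genes that do overlap, partners moved against the gene in 35 of 80 values and along with it in 15, so reads divided between overlapping genes may account for part of them, which was not tested for the 27 genes, DAG1 and RAB8B among them, without an overlap on the same strand. Differences between libraries that do not follow the treatment may account for others. The 62 genes in opposite directions are nearly as many, and DESeq2 called 46 genes for the crossed split of the libraries, against 59 for the treatment. Opposite responses of the lines to the siRNA would give such genes too, so these counts cannot tell the 2 explanations apart. An effect of the siRNA on these genes also stays open, and was not tested apart from the seed.

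The nuclear-encoded genes of oxidative phosphorylation had medians of 0.095 in Ishikawa and 0.080 in HEC1A, with 38 and 29 of the 47 above 0. A difference in GC content is argued against as the whole cause, since the list stayed at percentile 99.95 or above in both lines among lists matched on expression and GC content. Among lists matched on expression and transcript length it was at percentile 91.7 in Ishikawa and 99.93 in HEC1A, so a difference in transcript length between the Ishikawa libraries may account for the value in that line. Across genes, the log2 ratio had a Spearman rho with transcript length of -0.24 in Ishikawa and 0.01 in HEC1A. With GC content, rho was 0.22 in Ishikawa and 0.07 in HEC1A. An effect of the siRNA on these genes stays open in both lines.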

How the results depend on the processing

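The alternatives with DESeq2 on the crossed split, without overlapping genes and with TPM for the gene lists were chosen after seeing the data. The count of 0 genes across lines by edgeR, with 539 at an unadjusted p under 0.05, was 0 with library size alone, without the block, without a filter and with at least 5 CPM, and became 59 with DESeq2 (26 higher, 33 lower), 1 with limma on TPM and 46 with DESeq2 on the crossed split. The log2 fold change of HK2 was -0.033 in Ishikawa alone and 0.050 in HEC1A alone, and its ratio was 0.952 to 0.996 in Ishikawa and 1.04 to 1.08 in HEC1A over the alternatives. The genes at least 2-fold apart, 549 in Ishikawa, 507 in HEC1A and 67 the same way in both, were 1507, 1317 and 210 at 1.5-fold, 118, 131 and 21 at 4-fold, 4146, 3963 and 528 without a filter, 285, 289 and 40 with at least 5 CPM, and 299, 285 and 27 without overlapping genes, as the number of genes or the size required sets them. They were 253, 293 and 32 with TPM, where the 1 added to TPM shrinks the ratios of genes with low TPM. How far this accounts for the lower numbers was not tested. With TPM, 10 of 33 named genes at least 2-fold apart in Ishikawa, and 12 of 36 in HEC1A, were under 2-fold, and 1 in Ishikawa changed sign. Other scaling, prior counts of 0.5 and 10 and the interval rule left each within 1.5 times. The 62 genes in opposite directions were 195 at 1.5-fold, 22 at 4-fold, 454 without a filter, 37 with at least 5 CPM, 30 with TPM and 24 without overlapping genes. Genes with a KEGG pathway numbered 14, and 43 at 1.5-fold. Of the fold changes of 146 named genes over 6 alternatives of the test, 804 kept their sign and their side of the threshold, 29 changed sign without passing it and 15 came to pass it, 14 of them with DESeq2 (such as DAG1, CS, RAB8B and MKI67) and BLOC1S5-TXNDC5 with limma. Of the list medians compared over other scalings, the stricter filter and TPM, 218 stayed on the same side of percentiles 1 and 99 and 2 did not, both with TPM (p53 targets and endothelial markers in Ishikawa). Those beyond them numbered 12, 11 with at least 5 CPM, where fewer lists had 3 tested genes, and 10 with TPM. With 1 library per group, the spread within a line is not known, and genes at 0 counts in a library allow only lower bounds.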

Differences from the paper's values

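In Ishikawa, the paper's HK2 mRNA level with HK2-siRNA relative to NC was about 0.33 in Fig. 8E, read by eye, by qRT-PCR, and the RNA-seq ratio here was 0.977. In HEC1A, the paper's level was about 0.40 in Fig. 8E, read by eye, and the RNA-seq ratio here was 1.04. None of the alternatives set before the data were examined came within the paper's values: DESeq2, library size alone, no block, no filter, at least 5 CPM and limma on TPM gave 0.952 to 0.996 in Ishikawa and 1.04 to 1.08 in HEC1A. The values come from different assays, and the lower bounds of the RNA-seq intervals were 0.901 in Ishikawa and 0.957 in HEC1A. The paper also states a lower HK2 mRNA and protein level after HK2-siRNA-3, where the RNA-seq libraries labelled HK2-siRNA had 1257 and 1371 HK2 counts and the NC libraries 1127 and 1170.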

Other observations

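The tests of exchanged labels, of the depth of HK2 and of its pseudogene were chosen after the result was seen. Genes of the extracellular matrix receptors, which anchor cells to the matrix, had median log2 ratios of -0.05 in Ishikawa and 0.05 in HEC1A over 30 genes, library labelled HK2-siRNA against NC. DAG1 was the 1 member that passed when adjusted over the list alone, and SDC1, a heparan sulfate proteoglycan, had 1.604 in Ishikawa and 0.662 in HEC1A. The 15 epithelial genes had medians of 0.03 and -0.10, with -0.28 and -0.11 for the desmosome gene DSP, and the 15 mesenchymal genes 0.06 and 0.03, with 1.88 and 0.14 for the transcription factor ZEB1, or 0.40 and 0.19 by TPM. Immediate early genes (18 genes) had medians of 0.08 and -0.06, and the stress gene ATF3, which is also in the list of the integrated stress and unfolded protein response, had -0.85 and -1.196. That list of 24 genes had medians of 0.04 and -0.06.

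The RNA interference machinery (13 genes) had medians of -0.14 in Ishikawa and 0.06 in HEC1A, with -0.23 and 0.27 for TNRC6A, a partner of the Argonaute proteins. Targets of the estrogen and progesterone receptors (11 genes) had 0.01 and 0.08, with 0.11 and 0.47 for CA12. In HEC1A, the p53 targets had a median of -0.01, with -0.99 for PHLDA3, the histones -0.18 and the endothelial markers -0.35. The 3 measured immune cell markers had medians of 0.33 and 0.01, with 0.47 and 0.15 for CD14, and of the stromal markers 2 were measured, COL1A1 (0.27 and -0.14, or -0.09 and 0.08 by TPM) and ACTA2 (0.80 and 0.03). Of the other genes the paper names, GPRC5A had log2 ratios of -0.08 and -0.08, MDM2 0.29 and 0.07 (0.11 and -0.47 by TPM), HUWE1 -0.31 and 0.03 and ALKBH5 0.00 and 0.06, and EPO was too low to be tested. The 1364 genes with a 3' UTR match to guide positions 2 to 8 of HK2-siRNA-3 differed from genes without one, within bins of UTR length, by -0.01 in Ishikawa (percentile 34.7 among 629 shuffled seeds) and by -0.01 in HEC1A (percentile 16.7).

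HK2 was not lower in the libraries labelled HK2-siRNA. An exchange of the HK2-siRNA and NC labels within a line is argued against, since the upper bounds of the HK2 ratio were at most 1.12 where an exchange with a reduction by at least 2-fold would give 2 or more. Too few reads are argued against as well, since the lower bounds were at least 0.901. The pseudogene HK2P1, which matches the site of HK2-siRNA-3, had a count of 0 in both libraries labelled HK2-siRNA. This cannot decide whether its reads were counted as HK2, since the aligner and the counting tool are not known. By the counts assigned to HK2, its mRNA was thus not lower beyond counting error in these libraries. What stays open, and was not tested, is why it was not lower and whether the HK2 protein of these cells was. Whether another siRNA than HK2-siRNA-3 was used for them also stays open.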
